# Sequential analysis of global gene expression profiles in immature and *in vitro *matured bovine oocytes: potential molecular markers of oocyte maturation

**DOI:** 10.1186/1471-2164-12-151

**Published:** 2011-03-16

**Authors:** Solomon Mamo, Fiona Carter, Patrick Lonergan, Cláudia LV Leal, Abdullah Al Naib, Paul McGettigan, Jai P Mehta, Alexander CO Evans, Trudee Fair

## Abstract

**Background:**

Without intensive selection, the majority of bovine oocytes submitted to *in vitro *embryo production (IVP) fail to develop to the blastocyst stage. This is attributed partly to their maturation status and competences. Using the Affymetrix GeneChip Bovine Genome Array, global mRNA expression analysis of immature (GV) and *in vitro *matured (IVM) bovine oocytes was carried out to characterize the transcriptome of bovine oocytes and then use a variety of approaches to determine whether the observed transcriptional changes during IVM was real or an artifact of the techniques used during analysis.

**Results:**

8489 transcripts were detected across the two oocyte groups, of which ~25.0% (2117 transcripts) were differentially expressed (p < 0.001); corresponding to 589 over-expressed and 1528 under-expressed transcripts in the IVM oocytes compared to their immature counterparts. Over expression of transcripts by IVM oocytes is particularly interesting, therefore, a variety of approaches were employed to determine whether the observed transcriptional changes during IVM were real or an artifact of the techniques used during analysis, including the analysis of transcript abundance in oocytes *in vitro *matured in the presence of α-amanitin. Subsets of the differentially expressed genes were also validated by quantitative real-time PCR (qPCR) and the gene expression data was classified according to gene ontology and pathway enrichment. Numerous cell cycle linked (*CDC2, CDK5, CDK8, HSPA2, MAPK14, TXNL4B*), molecular transport (*STX5, STX17, SEC22A, SEC22B*), and differentiation (*NACA*) related genes were found to be among the several over-expressed transcripts in GV oocytes compared to the matured counterparts, while *ANXA1, PLAU, STC1and LUM *were among the over-expressed genes after oocyte maturation.

**Conclusion:**

Using sequential experiments, we have shown and confirmed transcriptional changes during oocyte maturation. This dataset provides a unique reference resource for studies concerned with the molecular mechanisms controlling oocyte meiotic maturation in cattle, addresses the existing conflicting issue of transcription during meiotic maturation and contributes to the global goal of improving assisted reproductive technology.

## Background

Transition from the maternal to -embryonic genome control of development occurs relatively late in cattle, during the fourth cell cycle [1]. Thus, the oocyte is the main driver of early embryo development, drawing on maternal mRNAs and proteins accumulated during the oocyte growth phase [2,3]. In order to achieve a developmentally competent status, the oocyte has to gradually undergo a number of physiological changes that include physical and molecular remodeling [4]. During fetal life, mammalian oocytes initiate meiosis and become arrested at the diplotene stage of prophase I (dictyate stage). The ability of these oocytes to resume meiosis and to complete the first meiotic division is acquired sequentially during their growth phase [5]. In fully grown oocytes, meiotic resumption and nuclear maturation, in response to the preovulatory gonadotrophin surge *in vivo *or release from the follicle *in vitro*, is characterized by germinal vesicle breakdown (GVBD), chromosomal condensation, cumulus cell expansion, hyaluronic acid and cyclic AMP production [5-8], and progression through metaphase I to anaphase and telophase, with extrusion of the first polar body and arrest at metaphase II (MII) until reactivation at fertilization. The basic molecular machinery governing these developmental processes is relatively well conserved across mammalian species [9,10]; however, there is a clear difference in the timing of these processes between species (reviewed in [11,12]).

The origin of the oocyte and more specifically, the environment in which oocyte growth and maturation occur [13-17] has been implicated as an important determinant of the subsequent developmental competence of the oocyte. Transcriptional profiling of *in vivo *and *in vitro *matured (IVM) oocytes in cattle [18-20], humans [21], and rhesus monkeys [22] have shown variations in a number of genes and distinct pathways, which may have consequential effects during the post fertilization development. For example during the process of *in vitro *embryo development, while maturation and fertilization proceed apparently normally (based on first polar body extrusion and mitotic cleavage, respectively), the proportion of embryos reaching the transferable (blastocyst) stage rarely exceeds 40 to 50% and those that do reach this stage are often compromised in quality and further developmental competence [23], an effect partly attributed to inadequate oocyte cytoplasmic maturation [24,25]. In contrast, fertilization and culture *in vitro *of oocytes matured *in vivo *results in high rates of blastocyst development [15,26] providing further evidence of the importance of oocyte quality in determining developmental competence.

To date, efforts to characterize developmentally competent oocytes have been hampered partly by the difficulty in assessing cytoplasmic maturation [27], and the small volume of material available for analysis. Currently, while nuclear maturation can be assessed by the extrusion of the first polar body and the formation of the second metaphase plate, there is no reliable assay for the assessment of oocyte cytoplasmic maturation, other than the development of the fertilized oocyte to a live offspring [24,27,28]. This lack of oocyte quality markers has led some researchers to use embryo morphology or blastocyst rate as alternative early quality predictors of developmental competence [29-31]. Until the mechanisms involved in establishing oocyte quality are elucidated, any effort to use assisted reproductive technologies in the treatment of human infertility or in animal production will be inefficient [28]. Analysis of the oocyte transcriptome during maturation using global mRNA analysis techniques provides a resource that can be mined and expanded continuously with new software and sequencing techniques to identify genes involved in the processes of meiotic and cytoplasmic oocyte maturation and the specific checkpoints regulating acquisition of full competence [32].

It is well understood that mRNAs stored during the oocyte growth phase are systematically, and in a step-wise manner, degraded or translated to form proteins that regulate subsequent developmental processes [33,34]. As a result, down regulation of stored transcripts during oocyte maturation is believed to occur. Although GV intact oocytes show some transcriptional activity [4,35], there are conflicting reports on the occurrence of transcription following the resumption of oocyte meiotic maturation. Comparison of immature (germinal vesicle stage, GV) and *in vivo *matured oocytes in mice [36], and in humans [32] indicated up regulation of a number of transcripts during oocyte maturation. However, other studies comparing immature and *in vitro *matured (IVM) oocytes in cattle [37] and in mice [38] reported the absence of over-expressed transcripts during oocyte maturation. Given these apparently conflicting observations, and the opportunity to benefit from the increased coverage (more than 92%) of the bovine genome sequence [39], we examined transcriptional activities during bovine oocyte maturation and present a dataset that provides a unique reference resource for studies concerned with the molecular mechanisms controlling oocyte meiotic maturation in cattle. These data have been superficially referred to in a previous review paper [2] but a thorough analysis of the gene lists and associated ontologies has not yet been published.

## Results

### Experiment 1 Global oocyte transcriptome analysis revealed differentially regulated transcripts

The hybridized slides were scanned and MIAME-compliant (FGED; http://www.mged.org) gene expression data have been submitted to the Gene Expression Omnibus (GEO) database (GSE23449).

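On each of 5 days of ovary collection, the paper made 1 pool of immature oocytes and 1 pool of IVM oocytes, and each pool was hybridized to its own Affymetrix bovine array. The oocytes came from follicles of 3 to 8 mm. Immature oocytes were denuded at once, and IVM oocytes after 24 h of culture at 39°C with 10% serum and 10 ng/ml of EGF. A pool held 100 oocytes, kept in tubes of 10, and only oocytes on which no cumulus was seen were pooled. From each pool, 100 ng of RNA went through 2 rounds of amplification, and 15 μg of labelled RNA was hybridized for 16 h at 45°C. The authors read the arrays with GCOS and summarised the probes of each probe set with FARMS after quantile normalization, so the deposited values are summarised log2 values that already include this normalization. The 112 control probe sets were set apart, and the other 24016 probe sets were tested with limma on the values as deposited. A gene symbol was found for 13292 of the 24016 probe sets, 86 matched several genes and 10638 were unnamed here. The median over all probe sets lay between 7.04 and 7.10 on the 10 arrays. The number of arrays, 5 per group, limits the precision of each comparison. Poly-A control transcripts, which the Affymetrix protocol adds to the RNA before amplification, had a mean log2 value of 7.02 ± 0.15 (SD, n = 5) on the immature arrays and 7.95 ± 0.20 (SD, n = 5) on the IVM arrays. The difference was 0.94 (standard error 0.11, exact permutation test, two-sided, p = 0.00794, the smallest p that 5 arrays against 5 allow). Hybridization control transcripts, which are added after labelling, were at 10.02 ± 0.73 (SD, n = 5) and 10.92 ± 0.19 (SD, n = 5), a difference of 0.90 (standard error 0.34, exact permutation test, two-sided, p = 0.0556). Immature replicates 1, 2 and 3 lay between 9.38 and 9.73 for the hybridization controls, and the other 7 arrays between 10.75 and 11.22. Among these 7 arrays, the IVM arrays exceeded immature replicates 4 and 5 by 0.81 for the poly-A controls (standard error 0.14, exact permutation test, p = 0.0476, the smallest possible), and their level of the hybridization controls is alike because they were chosen by it. Within the 5 collection days, the poly-A difference had p = 0.0625 in an exact permutation test of the paired differences, the smallest p that 5 pairs allow.

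**Figure D1:**
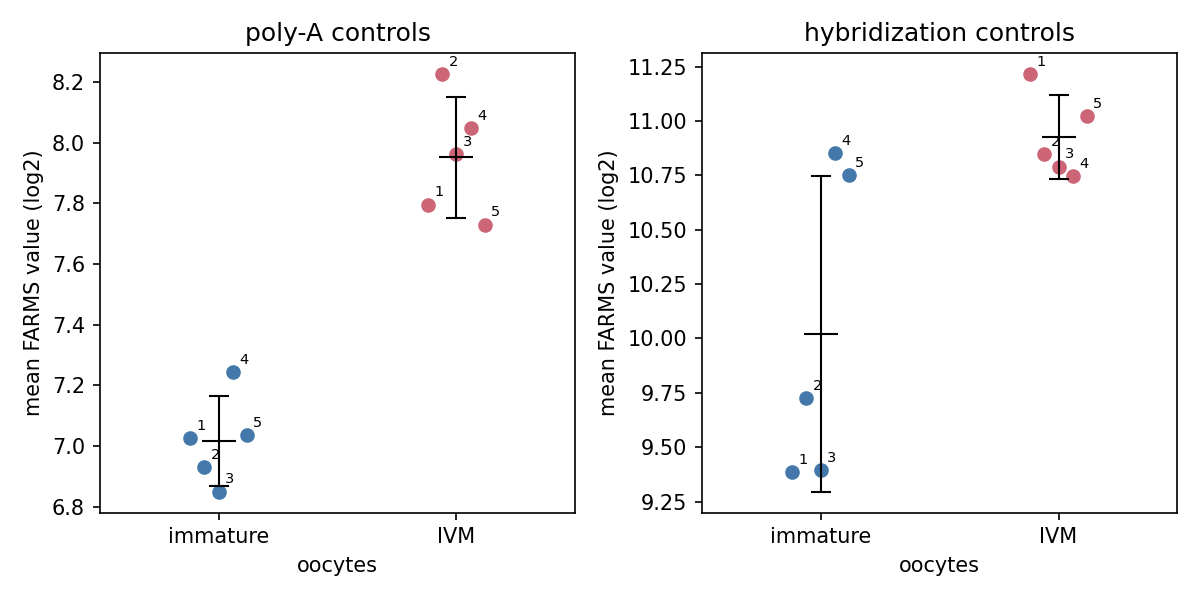
Mean log2 value of the poly-A control transcripts and of the hybridization control transcripts on each array, by replicate number, for immature and IVM oocytes. The poly-A controls lie higher on all 5 IVM arrays than on the immature arrays, and the hybridization controls lie lower on immature replicates 1, 2 and 3 than on the other arrays.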

The established Affymetrix linear amplification procedures using the GeneChip^® ^Expression 3'-Amplification Two-Cycle cDNA Synthesis kit yielded closely similar profiles between the five replicates of the same treatment (Pearson's correlation coefficients of the range 0.914 to 0.949), indicating a highly reproducible procedure. Moreover, hierarchical clustering and principal component analysis revealed sufficient differences between the transcriptomes of immature and IVM oocytes that allowed them to cluster separately into two groups based on maturation status with a high degree of reproducibility and small variability between samples of each treatment (Additional file 1, Figure S1 and Additional file 2, Figures S2A and S2B). 

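Among the genes named here, some oocyte transcripts repeated closely between pools and several transcripts of follicular somatic cells varied widely. *KPNA7*, an importin of oocytes and early embryos, was at 13.20 ± 0.05 (log2 value, SD, n = 5) in immature oocytes and 13.57 ± 0.16 in IVM oocytes. *ZP2*, a protein of the zona pellucida, was at 13.82 ± 0.10 (SD, n = 5) and 13.16 ± 0.24. The widest spread in immature oocytes was that of *INHBA* (SD 2.41), a subunit of inhibins and activins, followed by *FST* (SD 2.21), which encodes the activin antagonist follistatin. Over the 24016 probe sets, Pearson's r between pairs of immature arrays ran from 0.948 to 0.993 (median 0.983, 10 pairs), and between pairs of IVM arrays from 0.890 to 0.988 (median 0.974, 10 pairs). Pairs of 1 immature and 1 IVM array had r from 0.688 to 0.819. These are correlations across probe sets, which are not independent replicates. IVM replicate 4 had the lowest mean r with its own group, 0.933, and without it the lowest r between IVM arrays was 0.962.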

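Separation of the groups showed in single genes as well as in whole arrays. *CD9*, a membrane tetraspanin, was at 7.67 ± 0.38 (log2 value, SD, n = 5) in immature and 10.77 ± 1.10 in IVM oocytes, with no overlap of the arrays. *STAR*, which carries cholesterol into mitochondria, was at 12.43 ± 0.22 and 11.24 ± 0.42, again with no overlap, and neither gene passed the test over all probe sets (adjusted p = 0.00224 and 0.00306 from limma). The arrays overlapped for *BMP15*, a growth factor of the oocyte (10.88 ± 0.38 and 11.07 ± 0.52, adjusted p = 0.717), and for *MOS*, a kinase of meiotic arrest (11.58 ± 0.19 and 11.71 ± 0.40, adjusted p = 0.707). Of 9460 probe sets whose values varied between arrays, 5324 had all 5 IVM arrays on one side of all 5 immature arrays, where chance gives 0.794%. Average linkage on 1 minus Pearson's r placed the 10 arrays in 2 clusters that matched the groups, in the data and in 100 of 100 bootstrap samples of the probe sets. With each probe set centred, the first principal component held 80.7% of the variance and separated the groups, and the second held 12.9%. Without this centring the first component held 99.6% of the sum of squares and did not separate the groups, while the second did.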

The first principal component (PCA1) accounts for 95.12% of the variability.

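Gene groups differed in how many of their members gave a value that varied between the arrays. All 12 oocyte-specific genes found on the array did, and so did 65 of 68 cytosolic ribosomal proteins, the protein part of the ribosome in the cytoplasm. Of 102 genes of the extracellular matrix and its proteases, 45 varied, and of 163 genes of cell adhesion and cell-to-cell signalling, 52. A single gene of 18 blood and immune cell genes varied. FARMS returns nearly one value on every array for a probe set whose probes share no signal, and on 14556 of the 24016 probe sets the 10 values spanned less than 0.01 on the log2 scale. The reference genes *PPIA*, *SDHA* and *YWHAZ* of the paper's qPCR were among these. The other 9460 probe sets varied, and those with 1 gene symbol stood for 5249 genes.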

By comparing multiple probes matching a target mRNA and evaluating the signal-to-noise ratio, the FARMS http://www-stat.stanford.edu/~tibs/SAM/sam.pdf microarray processing algorithm detected a total of 9178 informative *Bos taurus *probes corresponding to 8489 annotated genes. 

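At the strict threshold used here, more probe sets were lower than higher in IVM oocytes, and at a looser one the 2 directions were about equal. *THOP1*, a peptidase that cleaves short peptides, fell by 5.57 on the log2 scale, from 12.78 ± 0.07 (SD, n = 5) to 7.20 ± 0.21 (standard error 0.10, adjusted p = 2.68e-08 from limma), although another probe set of the gene, with a difference of -2.04, did not pass. *CBR3*, a carbonyl reductase, fell by 5.63 (standard error 0.16, adjusted p = 1.12e-07). *PAK1*, a kinase of the cytoskeleton, rose by 2.13 (standard error 0.14, adjusted p = 1.21e-05), from 8.27 ± 0.25 to 10.40 ± 0.20. At an adjusted p under 0.0001 over 24016 probe sets, 1155 were lower and 234 were higher in IVM oocytes, 1389 in all, and leaving out 1 array gave 780 to 1415 in all and 77 to 318 higher. At an adjusted p under 0.05, 3602 were lower and 3732 higher, and of the 9460 probe sets that varied, 4025 had a lower and 5435 a higher mean in IVM oocytes. Those with 1 gene symbol, 1067 of the 1389, stood for 874 genes with a probe set that fell and 134 with one that rose. These counts share 3 genes, which had probe sets in both directions. The difference was at least 2-fold for 1080 of the lower and 189 of the higher probe sets. When only the 9178 probe sets with the highest variance were tested, 1716 were lower and 744 higher, and 1351 of the 1389 were among them. With the collection day as a block, limma over all probe sets called 0 (smallest adjusted p = 1.76e-04, and 4074 lower and 4731 higher at an unadjusted p under 0.05). Over the 9178, limma with this block called 1189 lower and 307 higher. A SAM-type test without the block called 2290 lower and 1418 higher at a false discovery rate of 0.0001. At delta 0.35 this test called more higher than lower, 10239 against 5777, with an estimated false discovery rate of 0.363. Centring on the poly-A controls gave 18661 lower and 165 higher by limma. Immature replicates 4 and 5 against the IVM arrays, which lay at one level of the hybridization controls, gave 4 lower and 0 higher over all probe sets (limma, 3307 lower and 3066 higher at an unadjusted p under 0.05), and 464 lower and 7 higher over the 9178.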

2117 transcripts were found to be differentially expressed between immature and IVM oocytes, corresponding to 1528 transcripts that were significantly lower and 589 that were significantly higher in abundance in IVM oocytes compared to their immature counterparts. The list of differentially expressed transcripts was further analyzed using the DAVID Bioinformatic Resource http://david.abcc.ncifcrf.gov/home.jsp and was found to correspond to 1836 annotated transcripts with NCBI Entrez-Gene IDs, of which 1413 were under-expressed and 423 were over-expressed in the IVM oocytes. 

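Among the genes that the paper chose from these arrays for qPCR, *CDK1*, the kinase that drives entry into M phase, fell by 4.42 on the log2 scale (standard error 0.32, adjusted p = 1.97e-05 from limma). *HSPA2*, a chaperone of germ cells, fell by 4.00 (adjusted p = 8.18e-06) and *MAD2L2*, a subunit of a translesion DNA polymerase, fell by 3.93 (adjusted p = 1.91e-05). Of the 11 genes of the panel that the paper's array list gives as lower and that varied here, 8 fell and none rose (10 fell when adjusted over the list alone). The other 5 of the 8 lay between -3.39 for *ZNRD2* and -1.63 for *SIPA1*. *CDK8* (-2.72) and *TSC2* (-2.43), which the paper's Table S2 alone names, fell too and are not in this count. *CDK5* (-3.16, adjusted p = 1.31e-04) and *NUDC* (-2.26, adjusted p = 3.00e-04) did not pass. *MAPK14*, a stress-activated kinase, had a log2 difference of 0.18 (adjusted p = 0.0358) on the probe set with the highest mean, and -4.21 on another (adjusted p = 6.05e-08). Of the 9 panel genes given as higher, *SERPINA14*, a serpin secreted by the uterus, rose and the other 8 did not pass (4 rose when adjusted over the list alone). *ANXA1*, a phospholipid-binding protein, had a difference of 4.73 (adjusted p = 1.77e-04), *MX1*, an interferon-induced GTPase, 5.07 (adjusted p = 3.27e-04), and *STC1*, a secreted glycoprotein, 6.75 (adjusted p = 9.40e-04), with immature replicate 4 above the other immature arrays for *ANXA1* and *STC1*. The set test camera with a preset correlation of 0.01 gave adjusted p = 5.09e-04 for each panel list, and adjusted p = 0.348 for the lower and 0.635 for the higher list with an estimated correlation. The panel was chosen by the study on these samples, so these counts are not independent evidence of its direction. Of the other genes measured by qPCR, *PLAT* rose and *H2AZ1*, a histone variant used there as a reference, had a difference of 1.44 (adjusted p = 0.328). No panel gene passed over all probe sets with the collection day as a block (*ZNRD2*, adjusted p = 4.12e-04), while over the 9178 probe sets with the highest variance, in a fit added after seeing the data, the 8 genes that fell (*ZNRD2*, adjusted p = 1.49e-06) and *SERPINA14* passed with this block, and so did *ANXA1*, *STC1*, *MX1*, *CDK5* and *NUDC* (adjusted p from 1.93e-06 to 7.70e-05), and the calls of *CDK1*, *MAD2L2*, *CDK8*, *SERPINA14* and *PLAT* ended without at least 1 of the 10 arrays.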

The summary and details of differentially expressed transcripts are described in Table 1, Additional file 3, Table S1 and Additional file 4, Table S2. Transcripts were classified according to their gene ontology (GO): molecular function, cellular component and biological process, and the results of overrepresentation analysis are presented in Figure 1.

**Table 1:** Summary of the global oocyte transcriptome analysis showing the differentially regulated transcripts during bovine oocyte maturation

Category	Probe sets	Transcripts	Unique annotated Transcripts
Oocyte Transcriptome	9178	8489	6586
Differentailly expressed	2244	2117	1836
Increased in MII	613	589	423
Increased in GV	1631	1528	1413

**Figure 1:**
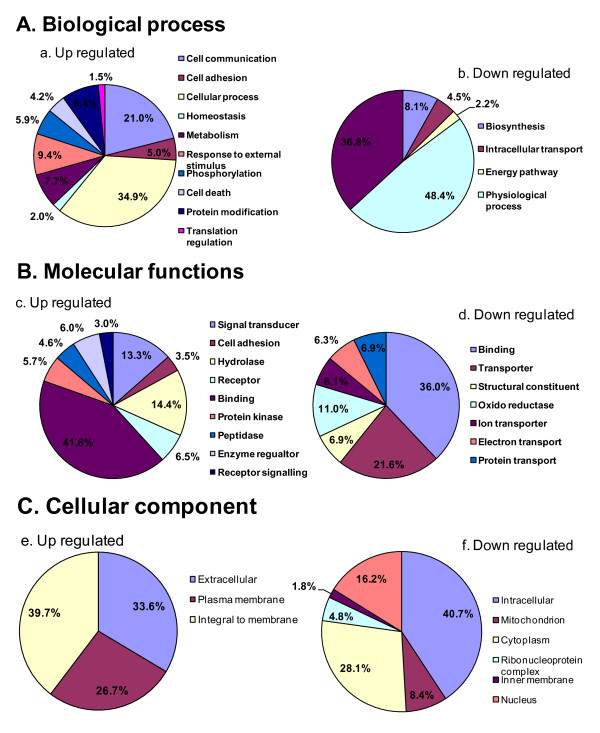
**Classification of the differentially expressed transcripts based on gene ontology**. (A) Biological process (a and b); (B) Molecular functions (c and d); and (C) Cellular components (e and f)

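Some genes of energy metabolism and of RNA synthesis were lower in IVM oocytes, and most genes of each of these lists did not pass the test. *NDUFA8*, a subunit of respiratory complex I, fell by 5.16 on the log2 scale (standard error 0.23, adjusted p = 1.23e-06 from limma), and *ATP5MC1*, a subunit of the ATP synthase, fell by 3.18 (standard error 0.21, adjusted p = 9.70e-06). Of 69 genes of oxidative phosphorylation, 9 fell, none rose and 60 did not pass (16 fell and 1 rose when adjusted over the list alone). For this list camera gave adjusted p = 0.00290 with a preset correlation, and adjusted p = 0.859 with an estimated correlation. Of 27 genes of the tricarboxylic acid cycle and glycolysis, 1 fell, *ACO1* (-1.50, adjusted p = 5.28e-06), an aconitase of the cytoplasm, and none rose (1 fell when adjusted over the list alone). Of 11 genes of cholesterol synthesis, *FDPS*, which makes farnesyl diphosphate, fell by 3.75 (adjusted p = 6.16e-08) and none rose (2 fell and 1 rose when adjusted over the list alone). *POLR3C*, a subunit of RNA polymerase III, fell by 5.30 (standard error 0.13, adjusted p = 6.80e-08). Of 55 RNA polymerase subunits and general transcription factors, 15 fell and none rose (18 fell when adjusted over the list alone), with adjusted p = 0.0765 from camera. Of 55 genes of pre-mRNA splicing, 12 fell and none rose (16 fell when adjusted over the list alone), among them *SNRNP25* (-4.90), a protein of the minor spliceosome, and *PRPF4* (-4.24), a protein of the U4/U6 particle. Of 33 proteasome subunits and regulators, 6 fell and none rose (6 fell when adjusted over the list alone), among them *PSMF1* (-2.99), a proteasome inhibitor. The median log2 differences of the tricarboxylic acid cycle (0.06), splicing (0.09) and cholesterol (0.05) lists were above 0 and their means (-0.46, -0.45 and -0.39) below 0, and camera gave adjusted p = 0.957, 0.730 and 0.957, with the direction up for the cholesterol list. Of the 26 lists tested, 8 were past the set test, and among 100 splits of the arrays into 5 and 5, 53 had at least as many. No gene of these lists passed over all probe sets with the collection day as a block, where *POLR3C* had adjusted p = 5.34e-04, and with this block over the 9178 probe sets with the highest variance, added after seeing the data, it passed (adjusted p = 1.03e-06).

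**Figure D2:**
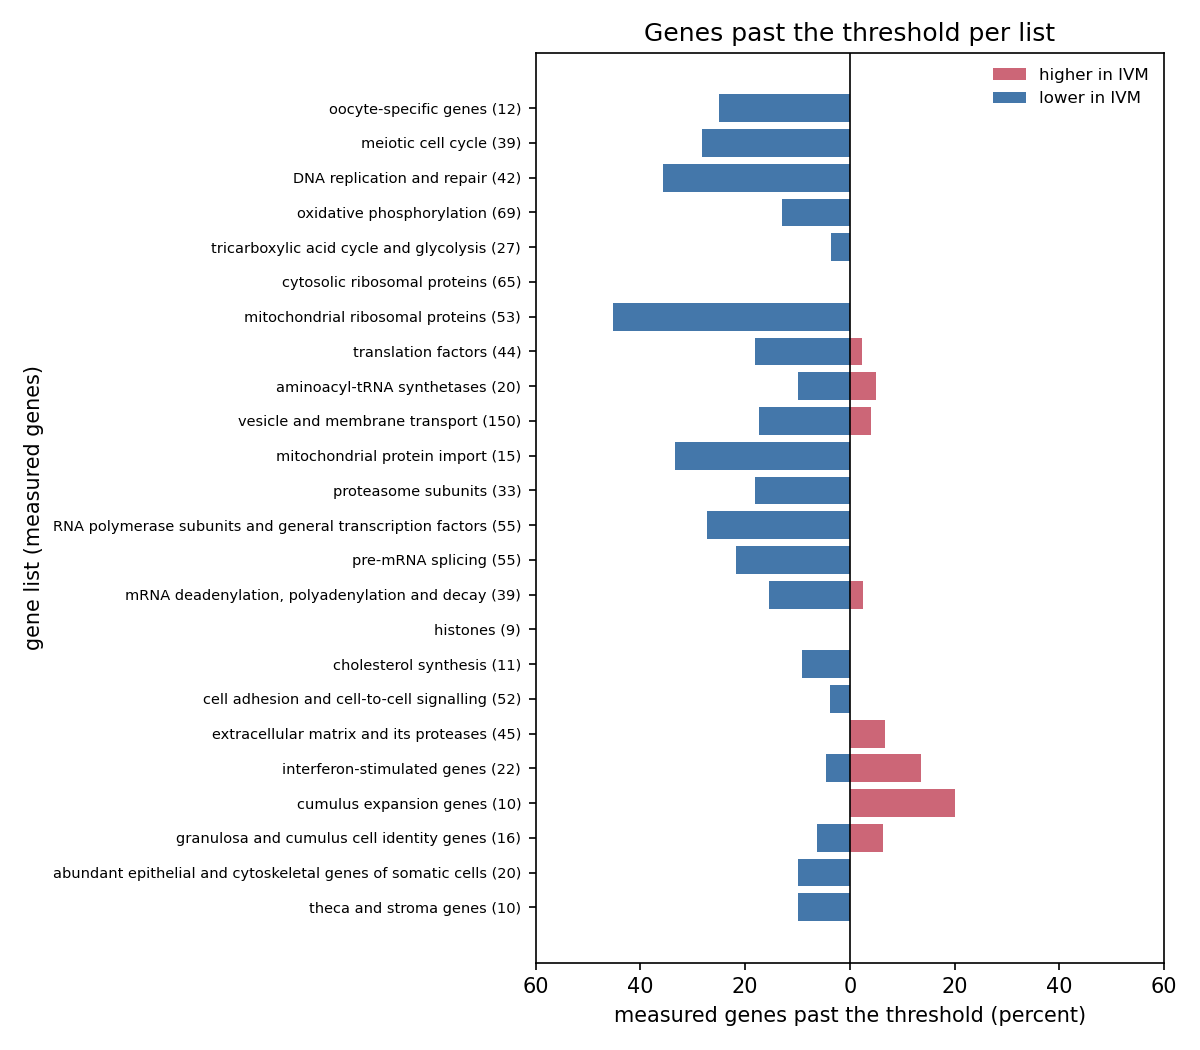
Percent of the measured genes of each list shown that were higher or lower in IVM than in immature oocytes. Genes were counted at an adjusted p under 0.0001 from limma. The bar for higher genes is the longer one for the extracellular matrix, interferon-stimulated and cumulus expansion lists.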

Biological processes enriched with differentially regulated genes included regulation of various cellular processes, cell communication and intracellular transport, metabolism and translational regulation (Figure 1a and 1b). 

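*TIMP1*, an inhibitor of matrix metalloproteinases, rose by 7.78 on the log2 scale, from 5.10 ± 0.70 (SD, n = 5) to 12.88 ± 1.45 (standard error 0.72, adjusted p = 7.79e-05 from limma), and another probe set of the gene, with a difference of 5.80, had adjusted p = 1.12e-04. Of 45 genes of the extracellular matrix and its proteases, 3 rose, none fell and 42 did not pass (4 rose when adjusted over the list alone). The 3 were *TIMP1*, the plasminogen activator *PLAT* and the serpin *SERPINA14*, a protease and members of inhibitor families. Of the 45 genes, 40 had a positive difference, with a median of 1.20. The set test camera gave adjusted p = 5.09e-04 with a preset correlation, and adjusted p = 0.635 with an estimated correlation. Of 52 genes of cell adhesion and cell-to-cell signalling, 2 fell, none rose and 50 did not pass (2 fell when adjusted over the list alone). They were *WNT2B* (-2.13, adjusted p = 7.59e-07), a secreted signalling protein, and *ITGB3BP* (-1.68, adjusted p = 6.12e-06), a protein of the centromere. Camera, whose direction was up, gave adjusted p = 0.0765 for this list, in which 35 of the 52 genes had a positive difference. On the same arrays, 15 of 20 abundant genes of somatic cells had a positive difference, with a median of 0.75. Leaving out any 1 of the 10 arrays ended the call of *TIMP1* (adjusted p from 1.11e-04 to 4.68e-04), and those of *PLAT* and *SERPINA14* ended without at least 1. *TIMP1* had adjusted p = 0.00167 over all probe sets with the collection day as a block and 4.02e-06 with this block over the 9178 probe sets with the highest variance, added after seeing the data, and among immature replicates 4 and 5 and the IVM arrays adjusted p = 0.0163, with a log2 difference of 7.34.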

The majority of over expressed transcripts were associated with cell communication and various cellular processes including homeostasis (Figure 1a) while the metabolic and intracellular transport processes (Figure 1b) were primarily enriched by transcripts which were under expressed in IVM oocytes. This finding is supported by the results of an earlier study in mouse which showed that chemical inhibition of some metabolic pathways induced oocyte maturation [40]. Pathway analysis of the differentially expressed genes using the Ingenuity Pathway Analysis tool detected five major networks, preferentially populated with genes that have important biological functions relevant to development, including cellular growth and development, Molecular transport, Protein synthesis and embryo development (Table 2). Moreover, the detected networks were supportive of the above listed GO results.

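*MRPS14*, a protein of the small mitochondrial ribosomal subunit, fell by 4.17 on the log2 scale (standard error 0.11, adjusted p = 1.00e-07 from limma), and *MRPL2*, of the large subunit, fell by 3.87 (standard error 0.17, adjusted p = 9.87e-07). Of 53 mitochondrial ribosomal proteins, 24 fell, none rose and 29 did not pass (30 fell when adjusted over the list alone), and the median difference was -1.86. For this list camera gave adjusted p = 3.93e-06 with a preset correlation, and adjusted p = 0.366 with an estimated correlation. *TIMM23* (-5.00) and *TIMM9* (-4.80) of the inner membrane translocases were 2 of the 5 genes that fell among 15 of mitochondrial protein import, where none rose (6 fell when adjusted over the list alone, adjusted p = 0.0765 from camera). Of 65 cytosolic ribosomal proteins 0 were higher and 0 lower by limma (0 and 0 when adjusted over the list alone), and the median difference was -0.24 with an adjusted p of 0.957 from camera, whose direction was up. Of 44 translation factors, 8 fell and 1 rose (12 fell and 3 rose when adjusted over the list alone, adjusted p = 0.168 from camera). *EIF6*, which keeps the ribosomal subunits apart, fell by 3.16, and *EIF4G3*, a scaffold of the initiation complex, rose by 1.66. *EIF4E2*, a cap-binding protein, fell by 3.01, while another of its probe sets had a difference of 0.88 (adjusted p = 0.00276). Of 20 aminoacyl-tRNA synthetases, 2 fell and 1 rose (5 fell and 3 rose when adjusted over the list alone, adjusted p = 0.712 from camera). *RARS1*, for arginine, fell by 5.08 and *GARS1*, for glycine, rose by 1.43. Of 150 genes of vesicle and membrane transport, 26 fell, 6 rose and 118 did not pass (32 fell and 7 rose when adjusted over the list alone, adjusted p = 0.957 from camera). *GOSR1*, a Golgi SNARE, fell by 3.71 and *CHMP2A*, a subunit of the ESCRT-III complex, fell by 3.66, whereas *EXOC8*, a subunit of the exocyst, rose by 1.67 and *AP1S2*, a clathrin adaptor subunit, by 1.57, while another probe set of *AP1S2*, with a difference of 3.29, did not pass. With the collection day as a block over all probe sets no gene of these lists passed (*MRPS14*, adjusted p = 6.76e-04), with this block over the 9178 probe sets with the highest variance, added after seeing the data, *MRPS14* passed (adjusted p = 1.64e-06) and *AP1S2* did not, and the calls of *EIF6* and *AP1S2* ended without at least 1 of the 10 arrays.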

**Table 2:** Top network functions detected during Ingenuity Pathway Analysis

Associated Network Functions	Score
1. Cellular assembly and organization, Molecular transport, Protein Trafficking	42
2. Protein synthesis, Cellular function and Maintenance, Small molecule Biochemistry	35
3. Post-Translational Modification, Developmental Disorder, Embryonic Development	35
4. Genetic disorder, neurological disease, Cell-to-Cell Signalling and interaction	35
5. Cancer, Neurological disease, Renal and Urological Disease	35

### Experiment 2 Quantitative PCR (qPCR) validation of microarray results

A panel of 25 differentially expressed genes mostly associated with cell cycle functions, and a reference gene (*H2AFZ*) (Table 3) was selected for validation in independently prepared immature and IVM oocyte samples using qPCR. All but one of the genes (24/25) showed a similar expression pattern to the microarray data and 22 of the 25 genes were significantly differentially expressed (P < 0.05) (Figures 2 and 3).

**Table 3:** Sequences and GenBank accession numbers of primers used for qPCR analysis during experiment 2 and 3.

Gene	Forward 5'-3'	Reverse 5'-3'	Product size (bp)	GenBank
*ANXA1*	GAGGAAGTTGTTTTGGCTCTATTGA	TGGCAGCACGGAGCTCTT	67	NM_175784
*CDK1*	TGGACAGTCAAATTAAGAAGATGTAGCT	GTACAATTATCTGCTCTTGACACAACAC	72	NM_174016
*CDK5*	CCTGCTCATCAACAGGAATGG	AAA GGC GCG AGC CAAAC	61	NM_174017
*CDK8*	CCCAGCAGCCTCCACAGTA	TGT CCG ACG CAG CTC AGT AC	57	XM_583707
*CHMP1A*	CAGCCCTGGGACTCTTCTTCT	ACTCACCCTGTAGGGCACAGA	62	NM_001037584
*H2AFZ*	TCCGGAAAGGCCAAGACA	GAACTGCAAACCGGCTCTCT	57	NM_174809
*HSPA2*	AGAACCAGGTGGCCATGAAC	TCCGACCAATCAGCCTCTTG	63	NM_174344
*LUM*	TTCAAAGCATTCGCCAAAATG	CCGCCAATTAATGCCAAGAG	62	NM_173934
*MAD2L2*	GTCTACCCGGTGGGCATCT	CAT CTG GAC AGG CAC GTT GT	57	NM_001045946
*MAOA*	GGGCCAGATGTTCGACGTAGT	AGCTAAGAGTTTCGCAGCAGATAA	69	NM_181014
*MAPK14*	GCT GTC GAC CTG CTG GAG AAG ATG	TCG TCG TCA GGA TCG TGG TAC TGG	110	NM_001102
*MLH1*	TCCGGGAGATGCTGCATAA	CAA GGC CCA CTG AGG ATT CA	59	NM_001075994
*MX1*	GAGCAGTATGACTCCCGACTGTTT	TTCTCAACCACAGCACTCCATTT	71	NM_173940
*NUDC*	CCCCAGATCAAAGAACTGACTGA	GGC ATC CTT TTT CTG GTC AATT	72	NM_001075607
*PLAU*	CGCCACACACTGCTTCATTG	GCCGTGACTGACCCAAGTAGAC	68	NM_174147
*PPP3CA*	CCTCATCCATACTGGCTTCC	AATCCATCTTCTTCTGACCC	140	NM_174787
*RBP1*	TGCGCGCGCTGGAT	GCTTCAGCAAGTTGGCGATT	54	NM_001025343
*SERPINE1*	GGACTTCTCCAGTTTTTCAGATCAAG	CAGCGTGCCGCTCTCATT	91	NM_174137
*SERPINA14*	ACCCTGAGGACCTGAAACTTGAG	CGTGGACCAGAGGCTGTAAGTACT	69	NM_174797
*SIPA1*	GCCCATTATTCGGTGACACAGT	GAAGTCCCCTTTTCTCCACAGA	72	NM_001101895
*SSSCA1*	TGACTGCGGGACGATCCT	TGA CAA GCC ACG CAG TAG ATT T	60	NM_001038528
*STC1*	TTTGCAATGGCGGCATT	TCCCGAGGAGAGGCATAGAG	60	NM_176669
*TFDP2*	GGTGCCACCTTGTCCCAAT	CTA AGG CCA CTT CAG CAT CCA	64	NM_001075241
*TGFB2*	TCTCCAACCCAGCGCTACA	TTCACCCTCTGCTCTGGTTTTC	57	NM_001113252
*TSC2*	CAGAGGGCAAACAGACTGAGTTTAT	GCG ATT ATT GAG GCC ACA TTC	80	XM_581197
*TXNL4B*	TGGTAATCGTGATGCATGGAA	GGC TGG TTG CCT CAT GGT	58	NM_001014897

**Figure 2:**
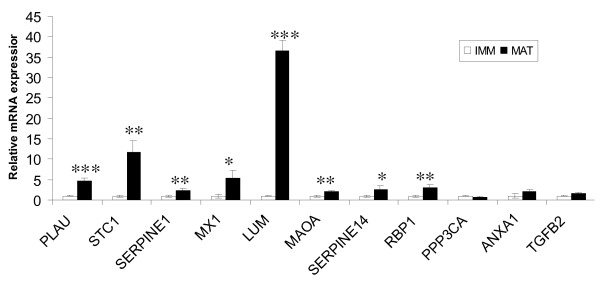
**qPCR analysis of selected genes from the list of over-expressed transcripts**. Expression of MII oocytes (black bars) was compared to GV oocytes (white bars). All expression levels are relative to the level of expression in GV oocytes (white bars) which has been arbitrarily set to one-fold. Stars denote statistical difference * = p < 0.05, **= p < 0.01, ***= p < 0.001.

**Figure 3:**
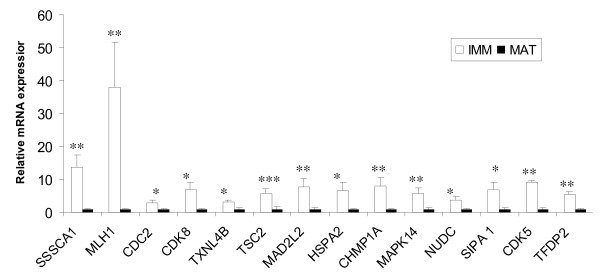
**qPCR analysis of selected genes from the list of under-expressed transcripts**. Expression of MII oocytes (black bars) was compared to GV oocytes (white bars). All expression levels are relative to the level of expression in MII oocytes (black bars) which has been arbitrarily set to one-fold. Stars denote statistical difference * = p < 0.05, **= p < 0.01, *** = p < 0.001.

### Experiment 3 Effect of α-amanitin on transcript abundances

α-amanitin is known as a transcription inhibitor and used in various oocyte and embryo development studies [41,42]. Following incubation with the transcription inhibitor, α-amanitin, the expression of selected genes over-expressed in the microarray analysis (*LUM, MX1, SERPINA14, STC1, PLAU, SERPINE1*, and *RBP1*) was analyzed with qPCR, and transcript abundances were compared. Treatment with α-amanitin for either 21 or 24 h significantly reduced transcript abundances for all genes studied, compared to oocytes matured for 24 h in the absence of the inhibitor (Figure 4). Furthermore, for many of the transcripts analyzed, the expression profile of the α-amanitin-treated oocytes was similar to that of the immature oocytes.

**Figure 4:**
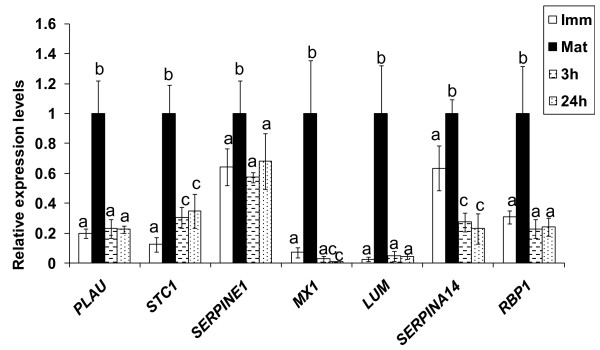
**Relative abundance of specific transcripts in bovine oocyte matured with or without α-amanitin**. The figure shows GV (white), MII (black), MII oocytes matured in the presence of α-amanitin after 3hr of culture (line spotted), MII oocytes matured in α-amanitin for 24 hr (dot spotted). All expression levels are relative to the level of expression in MII oocytes (black bars) which has been arbitrarily set to one-fold

### Experiment 4 Effects of analysis parameters on the transcript abundances

#### 4a Contribution of RNA conversion methods to differential expression data

The aim of this experiment was to examine whether the primers used during cDNA synthesis have contributed to the conflicting data on transcription during mammalian oocyte maturation. Primers used during the reverse transcription reaction are known to influence the cDNA quality and yield. Unlike random primers, oligo (dT) primers tend to show a bias towards the 3' end of transcripts with poly (A) tails. In order to investigate the effect of the primer used during cDNA synthesis on qPCR analysis data, we compared the transcript abundances of a panel of genes in two cDNA preparations obtained from reverse transcription using either random or oligo (dT)-based primers. The transcripts were quantified and normalized to the quantity of an exogenous reference (luciferase), and reported as fold change differences relative to the immature oocyte transcript abundance.

Generally for an equal quantity of cDNA input, transcripts of the same gene were more abundant in random-primed cDNA preparations compared to oligo (dT)-primed preparations, as manifested by an earlier Cq value for the former compared to the latter. The expression patterns were similar for both random- or oligo (dT)-based priming. However, the calculated ratios for the oligo (dT)- primed cDNA showed a tendency for higher fold change differences for most genes compared to the random hexamer primed cDNA, but differences were not significant (Additional file 5, Figure S3). Moreover, there was no significant difference in the results generated by the use of primers for longer amplicons (Table 4) compared to those for shorter amplicons (Table 3), indicating no bias due to product size in the current study.

**Table 4:** Sequences and GenBank accession numbers of re-designed primers used for qPCR analysis during experiment 4.

Gene	Forward 5'-3'	Reverse 5'-3'	Product size (bp)	GenBank
*ANXA1*	ATGGTATCTGAATTCCTCAAGCAG	TGCAAGGCCTCAACATCC	149	NM_175784
*H2AFZ*	CGGAAAGGCCAAGACAAAG	CTGAAATCTAGGACGACTAGCCAT	103	NM_174809
*Luciferase*	TCCTCCAGGGATACGACAAG	GGTATCCAGATCCACAACCTTC	139	EU684088
*LUM*	CGAAAGCAGGGTCAAGACAG	TGATGACCTCCCATACAGTGC	158	NM_173934
*MAOA*	TGGCGGACCATGGATAAC	AAACTGCCGAGCAGTCTTTG	138	NM_181014
*PLAT*	TGTGGAGCTGTCTTCACGTC	CGTGTTGGCGGTACGTC	118	NM_174146
*PLAU*	CTGTGCCCTGGTCGTGAG	GCAACTGCATCGCTGAATG	136	XM_174147
*PPIA*	CCACCGTGTTCTTCGACATC	CCAAATCCTTTCTCTCCAGTGC	130	NM_178320
*SDHA*	GGGAGGACTTCAAGGAGAGG	TCAACGTAGGAGAGCGTGTG	112	NM_174178
*SERPINE1*	CAGGCGGACTTCTCCAGTT	CATTCGGGCTGAGACTACAAG	135	NM_174137
*STC1*	GTGACACAGATGGGATGTACGAC	CGAATGGCCAGGAAGACC	142	NM_176669
*TGFB2*	AGGCCGAGTTCAGAGTCTTTC	TGTAGCGCTGGGTTGGAG	117	NM_001113252
*YWHAZ*	GCAGATGGCTCGAGAATACAG	GAAGCGTTGGGGATCAAG	102	NM_174814

#### 4b Chronological analysis of candidate gene abundance during in vitro oocyte maturation

To avoid the possibility of preferential amplification due to poly (A) tail length, we standardized the cDNA synthesis procedures by using random primers that can account for transcript abundances, irrespective of the poly (A) tail status.

In order to characterize in more detail the chronology of the divergence in transcript abundance between immature and IVM oocytes, oocytes were collected at 0 (GV), 3, 6, 12 and 24 (MII) h after initiation of IVM. The expression profiles of the over-expressed transcripts across the 24 h maturation window are presented in Figure 5. The relative abundance of four genes (*MAOA, STC1, SERPINE1 *and *PLAT*) was significantly (p < 0.05) reduced after 3 h maturation and gradually increased thereafter to peak either at 12 h (*STC1 *and *SERPINE1*) or 24 h (*PLAT *and *MAOA*). The expression levels of (*ANXA1, PLAU *and *LUM*) did not change after 3 h maturation, but increased thereafter to peak significantly (p < 0.05) at 12 h (*ANXA1 *and *PLAU*) or 24 h (*LUM*). The results also indicated that expression levels of *SERPINE1, STC1, PLAU, and ANXA1*) were peaked at 12 h post initiation of IVM and values were significantly (p < 0.05) higher than those observed at all other time points. Although abundance of these transcripts tended to increase in 24 h IVM oocytes, compared to 0 h, only expression of *LUM *and *STC1 *were significantly higher (p < 0.05). In general, the expression levels observed at 24 h were similar (but not identical) with the earlier profile for the same gene at this time point following normalization using luciferase. This similarity reinforced our approach to use validated reference genes for this and other subsequent experiments.

**Figure 5:**
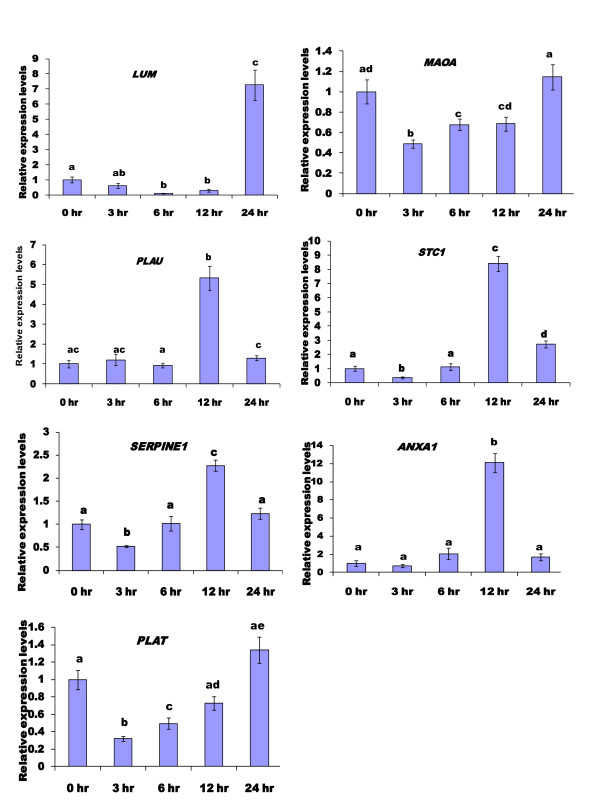
**Relative gene expression profiles of *in vitro *mature bovine oocytes at different time points**. In all cases the expression at time 0 h was taken as calibrator against which the relative levels of other time points were calculated. Time points with the same letter are not significantly different (p < 0.05).

#### 4c Candidate gene expression in oocytes matured in vivo

The aim of this experiment was to verify if the gene expression changes observed in the *IVM *oocytes (Experiment 4b above) are also observed in oocytes matured *in vivo*.

The expression profiles of five transcripts (*LUM, PLAT, SERPINE1, STC1 *and *PLAU*) that were over-expressed in oocytes matured *in vitro *were quantified in *in vivo *derived bovine oocytes. The results revealed a similar tendency of increased abundance after maturation for all examined genes (*PLAT, SERPINE1, STC1 *and *PLAU*); the differences were significant in the case of *STC1 *(*p *< 0.01) and *LUM *(*p *< 0.00001) (Figure 6). The significant over-expression of these genes (*STC1 *and *LUM*) in mature oocytes was similarly noted in *in vitro *samples (Figure 5). Due to the negligible expression of *LUM *in immature oocytes an arbitrary Cq value of 40 was assigned for the expression in immature oocytes, in order to calculate the relative abundances.

**Figure 6:**
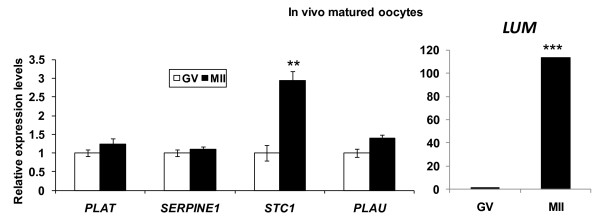
**Relative gene expression profiles of bovine oocytes, before (GV) and after (MII) *in vivo *maturation**. In all cases the expression at time immature (GV) stage was taken as calibrator against which the relative levels of other time points were calculated. ** indicates significance (p < 0.01) and *** indicates significance (p < 0.0001). Due to the insignificant levels of *LUM *in immature oocytes an arbitrary 40 Cq values were assigned to calculate the relative fold change.

## Discussion

The issue of transcript regulation during oocyte maturation is a controversial topic in developmental biology. Various previous efforts [32,36-38] to decipher the transcriptional changes during oocyte maturation have been masked by contradictory outcomes. In the current study, we established the global changes in transcriptomic profile during meiotic maturation in bovine oocytes. Moreover, in an effort to examine the possible sources of conflicting reports, we further investigated transcription in the presence of transcription inhibitor, effects of primers, amplified product sizes, reference genes and sample types (*in vitro *and *in vitro*) on transcript abundance. Here we (1) report the existence of transcription activities during bovine oocyte maturation, (2) show suppression of over-expressed genes when oocytes were matured in the presence of an inhibitor of transcription suggesting that the observed transcript changes were newly synthesized, (3) report that the new transcription was not sample type (*in vitro *or *in vivo*) -specific, (4) report primers used during cDNA synthesis and reference genes used for normalization have an impact on the interpretation of the gene expression data, but not the amplified product sizes.

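Among the transcripts that fell were parts of the machinery that removes mRNA, while a poly(A) polymerase rose. *CNOT1*, the scaffold of the CCR4-NOT deadenylase, fell by 3.06 on the log2 scale, from 11.87 ± 0.36 (SD, n = 5) to 8.81 ± 0.26 (standard error 0.20, adjusted p = 9.33e-06 from limma), and *EXOSC1*, a subunit of the RNA exosome, fell from 10.34 ± 0.30 to 7.04 ± 0.17 (adjusted p = 1.61e-06). *PAPOLA*, which adds poly(A) tails, rose by 1.74, from 9.11 ± 0.16 to 10.84 ± 0.19 (adjusted p = 8.54e-06). Of 39 genes of mRNA deadenylation, polyadenylation and decay, 6 fell, 1 rose and 32 did not pass (10 fell and 1 rose when adjusted over the list alone). Their median difference was 0.05 and their mean -0.33, and camera, whose direction was up, gave adjusted p = 0.918. Of 9 histone genes none passed by limma over all probe sets (1 rose and 1 fell when adjusted over the list alone). Of the 1389 probe sets past the threshold, 83.2% were lower in IVM oocytes. The share was 69.8% over the 9178 probe sets with the highest variance, and 49.1% at an adjusted p under 0.05. When each array was centred on its poly-A controls, 18661 probe sets were lower and 165 higher, a share of 99.1%, since this centring lowers every difference by the amount by which those controls differed.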

The genome-wide interrogation of immature and *in vitro *matured bovine oocytes on the Affymetrix GeneChip bovine array identified a number of differentially expressed genes, the vast majority (~75%) of which were over-expressed in immature oocytes (Table 1). It is well accepted that mammalian oocytes have already accumulated the majority of their transcripts at the fully grown immature (GV) stage that will drive subsequent development through degradation, translation and post-transcriptional modifications [33,34] up to embryonic genome activation. Therefore, the observation of a massive reduction of the initial transcript stock in our study was in line with the current understanding of events during oocyte maturation. On the other hand, the detection and confirmation of certain over-expressed transcripts during bovine oocyte maturation suggests the existence of transcription, perhaps to complement the depleting transcriptional stock.

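Among genes of cumulus expansion, *PTX3*, a pentraxin of the expanded cumulus matrix, had a log2 difference of 6.38, from 4.90 ± 0.22 (SD, n = 5) to 11.28 ± 1.80, with adjusted p = 4.80e-04 from limma, which did not pass, and adjusted p = 1.7e-05 over the 9178 probe sets with the highest variance. *ADAMTS1*, a protease of the expanding matrix, had a difference of 3.48 (adjusted p = 0.00777) and *TNFRSF21*, a receptor of the tumour necrosis factor family, 4.51 (adjusted p = 7.93e-04). Of 10 such genes, 9 had a positive difference and 2 rose, *TNFAIP6* and *PLAT*, while none fell and 8 did not pass (3 rose when adjusted over the list alone). For this list camera gave adjusted p = 0.00414 with a preset correlation, and adjusted p = 0.596 with an estimated correlation. Of 16 granulosa and cumulus cell identity genes, 1 rose and 1 fell (1 and 1 when adjusted over the list alone, adjusted p = 0.957 from camera), and 10 had a negative difference. *CITED2*, a transcriptional regulator, rose by 1.57 (adjusted p = 3.21e-05) and *KITLG*, the ligand of KIT, fell by 0.66 (adjusted p = 4.54e-05). Of 20 abundant epithelial and cytoskeletal genes of somatic cells, 2 fell and none rose (2 fell when adjusted over the list alone, adjusted p = 0.160 from camera, whose direction was up). These were the keratin *KRT19* (-2.62) and the actin cross-linker *ACTN1* (-3.05), another probe set of which had a difference of 0.071, whereas the keratin *KRT18* had a difference of 3.92 (adjusted p = 0.00789) and vimentin (*VIM*) -2.51 (adjusted p = 0.128). Of 10 theca and stroma genes, *MGP*, a matrix protein that inhibits calcification, fell by 2.10 and none rose (1 fell when adjusted over the list alone, adjusted p = 0.0765 from camera, whose direction was up). The other 9 had a positive difference, the median of the 10 was 1.68, and 2 other probe sets of *MGP* (-1.05 and -1.52) did not pass. A block for the collection day left none of the genes that passed here past the threshold over all probe sets (*CITED2*, adjusted p = 0.00259), with the same block over the 9178, added after seeing the data, all of them but *KITLG* passed (*CITED2*, adjusted p = 4.82e-05), as did *PTX3*, *TNFRSF21* and *KRT18* (highest adjusted p = 8.87e-05), and the calls of *TNFAIP6*, *PLAT*, *CITED2*, *KITLG*, *KRT19*, *ACTN1* and *MGP* ended without at least 1 of the 10 arrays. The paper proposes that transcription takes place during maturation. It draws this from the transcripts higher in IVM oocytes on the arrays, their measurement by qPCR and their suppression by a transcription inhibitor. For *STC1* and *LUM*, the paper also cites higher abundance in oocytes matured in vivo. It further followed several of these transcripts by qPCR over 24 h of maturation and compared random with oligo (dT) primers. It also states that the loss from the initial transcript stock matches the accepted course of maturation.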

Despite the multiple roles of a particular gene [43], Ingenuity Pathway Analysis classified the differentially regulated genes into various associated functional network groups (Table 2). These include cellular assembly, molecular transport, post-translational modification and cell to cell signaling, all of which occur during oocyte maturation. For example, cell-to-cell signaling between oocytes and their surrounding somatic cells is important for oocyte cytoplasmic maturation and the acquisition of developmental competence. This is a bidirectional communication mediated through the transport of various growth factors, such as *GDF9 *and *BMP15*, from oocytes to their surrounding cumulus cells [44-46], and cyclic adenosine monophosphate (cAMP) from somatic cells to the oocyte [47] via gap junctions.

Generally, the sequence of events leading to the GVBD (Germinal Vesicle Breakdown) and the requirements for transcription and/or protein synthesis differs markedly between species [12,48]. For example, in frog, mouse, rat and fish oocytes, high levels of cAMP prevent oocyte maturation *in vitro*, while a decrease in oocyte cAMP is associated with the resumption of meiosis [49,50]. In contrast, maturing oocytes from pig, sheep, cattle and rabbit exhibit a transient increase rather than a decrease in cAMP levels, and treatments that increase cAMP levels can induce oocyte maturation [49,51-53]. Similarly, an earlier study [12] confirmed the requirements of transcription and protein synthesis as requirements for GVBD in domestic animals (sheep, cattle and pigs) while neither event is required for the initiation of maturation in mouse oocytes. Generally our finding is in line with earlier studies in bovine [54-56] that observed various over-expressed transcripts during oocyte maturation.

In order to verify if the over-expressed transcripts were transcribed following submission of oocytes to IVM, oocytes were matured in the presence of the RNA polymerase II inhibitor, α-amanitin for 24 h. The resulting transcript profile was similar to that of the immature oocytes, which is consistent with the notion that 24 h exposure to α-amanitin prevents meiotic resumption in most oocytes [57]. This study [57] also reported that addition of α-amanitin after 3 h of culture had no effect on meiotic maturation. However, in the current study exposure of the oocytes to the α-amanitin treatment following an initial 3 h culture in α-amanitin-free medium resulted in a similar level of expression to that observed when the inhibitor was present throughout. These findings suggest that some de novo transcription is occurring in bovine oocytes following the resumption of meiosis.

In order to examine the contributions of some downstream analysis procedures on the final transcript data, we further examined the implications of primer choices during cDNA synthesis. Although not significant, there was a tendency for higher expression fold change (ratio) for oligo (dT)-based cDNA preparations compared to random-based cDNAs. This suggests the preferential amplification of oligo (dT)-based primers, and the finding is in agreement with most other previous observations [54,58-61], although another study [19] reported an identical results irrespective of the primers used. The fact that anchored oligo (dT) was used in our study may have narrowed the difference. It has been shown previously that anchored oligo (dT) primers are better than the conventional oligo (dT) primers in maintaining the fidelity of the probes, as the latter generates a high frequency of truncated cDNA through internal poly (A) priming [62]. This observation further signifies the contribution of primers to the final conclusions, and the need to select appropriate primers commensurate with the sample type for analysis. Therefore, it is possible to speculate that this may have also contributed to the earlier contradictory reports on the occurrence of transcription during meiotic maturation [32,36-38].

Increasing stringency by controlling primers for cDNA synthesis, designing intron-spanning primers for amplification and the use of alternative validated reference genes during the analysis appears to reduce the number of significant genes at 24 h. Interestingly, when we analysed the kinetics of transcript expression during maturation the abundance of several transcripts was significantly higher at 12 h compared to 0 h. The kinetics of bovine oocyte maturation has been well described [63-66]. In most oocytes GVBD occurs between 4 and 8 h after initiation of maturation, and has occurred in the majority of oocytes by 8 h. By 12 h the majority of oocytes have reached metaphase I. Progression from GVBD through the subsequent stages of meiosis is under the control of the anaphase promoting complex (APC) which is mainly regulated through sequential polyadenylation and deadenylation of transcripts [67] and the increased abundance of these transcripts at this time may reflect their association with APC. These genes are implicated in various developmental activities including cell signaling, apoptosis and membrane trafficking (*ANXA1*) [68], and cumulus cell expansion (*PLAU*) (reviewed in [55]).

Irrespective of the introduction of increased stringency measures, the abundance of *STC1 *and *LUM *was significantly higher in both *in vivo *and *in vitro *matured oocytes compared to 0 h (GV stage oocytes) (Figure 5 and Figure 6). Furthermore, transcript abundances were maintained at 0 h levels when oocytes were matured in the presence of α-amanitin. Taken together, these findings strongly suggest de novo transcription of *STC1 *and *LUM *following the resumption of meiosis. Analysis of various studies suggests *STC1 *has effects on metabolism, reproduction, and developmental processes in addition to affecting mineral homeostasis (reviewed in [69]. *STC1 *expression was highest in mouse ovary, with lower but detectable levels in most other tissues [70]. Based on this result and the initial implication of the gene in mineral metabolism, it was suggested that *STC1 *may have acquired an important function in reproduction during its evolution in mammals [70]. Similarly, increasing evidence suggests that *LUM *may also serve as a regulatory molecule of several cellular functions [71,72]. Previous study in mice using Northern and In situ hybridization indicated that, in early stages of embryonic development before day 7 post-coitus, the embryo does not express *LUM *or expresses only very low amounts [73]. This is the first study to examine and reveal the expression of these two genes (*LUM *and *STC1*) during oocyte maturation. Based on the consistent expression pattern in repeated experiments of *in vitro *and *in vivo *derived oocytes, it is plausible to speculate that these two genes (*LUM *and *STC1*) may be potential molecular markers of oocyte maturation and may contribute to the early events of embryo development.

## Conclusions

We have used global microarray analysis to establish the molecular transcriptome blueprint of immature and matured oocytes and to identify and validate genes that are unique to and predominantly expressed in bovine immature and IVM oocytes. The genes identified will be invaluable in further studies examining the processes of oocyte maturation in addition to addressing the existing conflicting issue of transcription during meiotic maturation. Moreover, it will enable the comparisons across many species and contributes to the goal of improving assisted reproductive technology.

## Methods

All chemicals, unless stated otherwise, were purchased from Sigma-Aldrich Chemical Inc. (St. Louis, MO, USA). All experimental procedures involving animals were licensed by the Department of Health and Children, Ireland, in accordance with the Cruelty to Animals Act (Ireland 1897) and the European Community Directive 86/609/EC and were sanctioned by the Animal Research Ethics Committee of University College Dublin. Four experiments each with different objectives and methodologies were carried out, as described separately in the result sections.

### Collection of immature and *in vitro *matured oocytes

Immature cumulus oocyte complexes (COCs) were obtained by aspirating 3 to 8 mm follicles on the ovaries collected from cows slaughtered at a local abattoir. Good quality COCs, judged morphologically with multiple cumulus layers and homogenous cytoplasm, were selected under the stereo microscope and washed repeatedly in modified phosphate-buffered saline (PBS, supplemented with 36 mg mL^-1 ^pyruvate, 50 mg mL^-1 ^gentamycin, and 0.5 mg mL^-1 ^bovine serum albumin fraction V). Following washing, half of the COCs were immediately denuded by repeated pippeting in PBS. After carefully evaluating the oocytes under a stereomicroscope, intact oocytes with no cumulus traces were pooled in groups of 10 oocytes per tube and immediately snap frozen in liquid nitrogen. The remaining half COCs were incubated in maturation medium [TCM-199 supplemented with 10% (v/v) fetal calf serum and 10 ng/ml epidermal growth factor] in 4-well dishes (Nunc, Roskilde, Denmark) at 39°C for 24 h under an atmosphere of 5% CO_2 _in air with maximum humidity. At 24 h, *in vitro *matured (IVM) COCs were denuded and snap frozen as described above. Five replicates (= days of ovary collection) were carried out, and all samples were stored at -80°C until analysis.

### Collection of immature and *in vivo *matured oocytes

The collection of immature and *in vivo *matured oocytes was carried out as previously described [26,74,75]. Briefly, ten crossbred beef heifers were synchronized using an 8-day CIDR treatment with administration of a prostaglandin F2a analogue (PG), the day before CIDR removal, to ensure complete regression of the corpus luteum. Animals were checked for standing estrus (= Day 0) and starting on Day 10 of the estrous cycle, animals were superovulated with FSH given as twice daily injections over four days. Luteolysis was induced with a second PG injection given on Day 12. To collect immature COCs, five cows were slaughtered 40 h after PG, equivalent to the expected time of the LH surge, and therefore just before resumption of meiosis. The remaining five cows received GnRH at 40 h post PG to induce an LH surge [15,76], and were slaughtered 20 h later (i.e. 60 h after PG) to collect *in vivo *matured COCs. 32 good quality *in vivo *derived immature and 22 good quality *in vivo *matured oocytes were collected, COC's were denuded as described above, snap frozen and stored at -80°C until analysis.

### Experiment 1 Microarray analysis of oocyte transcripts

#### a. RNA Extraction, cRNA Preparation, Microarray Hybridization and Processing

5 replicate pools (= days of oocyte collection) each of 100 denuded immature and IVM oocytes were processed for Affymetrix GeneChip analysis. Total RNA was extracted simultaneously from all replicate pools of immature and IVM oocytes using the PicoPure RNA Isolation kit (Arcturus Bioscience, Mountain View, CA, USA), by incorporating a DNase treatment step using RNase-free DNase set (Qiagen, West Sussex, UK), according to the manufacturer's instructions. Quality of the extracted total RNA and concentration (ng/μl) were assessed using the Agilent Bioanalyzer 2100 with RNA 6000 Nano Chip kit (Agilent Technologies, Santa Clara, USA) and Quant-iT™ RiboGreen^® ^RNA assay kit (Invitrogen, Carlsbad, CA), respectively following the manufacturer's instructions. 100 ng of total RNA was subjected to two rounds of linear amplification using the GeneChip^® ^Expression 3'-Amplification Two-Cycle cDNA Synthesis kit (Affymetrix Inc., Santa Clara, CA) according to the manufacturer's instructions. cDNA was synthesized during the first cycle and biotin-labeled nucleotides were incorporated during the second *in vitro *transcription reaction. The resulting labeled antisense RNA samples were fragmented and 15 μg each per array was hybridized to five GeneChip Bovine Genome Arrays (Affymetrix) for 16 h at 45°C. Once completed, arrays were processed according to the manufacturer's protocol and scanned using the GeneChip^® ^Scanner 3000 (Affymetrix).

#### b. Microarray data, Pathway and Gene Ontology Analysis

The Affymetrix GeneChip Bovine Genome array contains 24,027 probe sets corresponding to approximately 23,000 transcripts including assemblies from ~19,000 UniGene clusters. The arrays images were first quantified using Gene Chip Operating Software (GCOS, Affymetrix). The Affymetrix CEL files were loaded into an AffyBatch object using R/Bioconductor [77]. The FARMS algorithm with quantile normalization was used to summarize the probes from the arrays [78]. The non-informative probes were excluded using the informative/non-informative calls from the enhanced-FARMS algorithm [79]. The SAM algorithm [80] with a delta of 0.35 (standard cutoff used by SAM algorithm to determine differentially expressed genes) and a very stringent cut-off with the false discovery rate of 0.0001 were used to identify differentially regulated probe sets between the immature and IVM oocytes. To estimate similarity in gene expression profiles of oocytes at immature and after IVM, samples were subjected to hierarchical clustering. The average linkage clustering algorithm was applied to the logged interpretation of the gene list. The confidence levels were calculated using 100 datasets (bootstrapping). Principal Component Analysis (PCA) algorithm was applied to the gene list using GeneSpring Software (Agilent Technologies). Automatic annotation with standard lists was also performed. The expressed differentially regulated genes were classified according to their gene ontology (GO) [81]: Molecular function, Cellular component and Biological process. In order to understand the relationship between the differentially regulated genes and their functional interaction assessment, enrichment of pathway analysis was carried out using DAVID [82,83] and Ingenuity Pathway Analysis (IPA) software http://www.ingenuity.com.

### Experiment 2 Validation of microarray data using qPCR

Four additional replicate pools, each of 10 immature and IVM oocytes were prepared as described above. The mRNA extraction was performed using the Dynabeads^® ^mRNA DIRECT™ Micro Kit (Invitrogen, Paisley, UK) according to the manufacturer's instructions. Following extraction, cDNA was synthesized in a 40 μl reaction volume using SuperScript^® ^III reverse transcriptase kit (Invitrogen) supplemented with 200 ng of random primers (Invitrogen) according to the manufacturer's instructions. The cDNA synthesis reaction conditions were 70°C for 5 min, 25°C for 5 min, 50°C for 1 h, followed by heat inactivation of the enzyme at 75°C for 15 min.

Relative transcript abundance of selected cell cycle-associated genes was assessed by performing qPCR using the ABI Prism 7300 Sequence Detection System (Applied Biosystems Foster City, CA, USA). Primer sequences and product sizes are described in Table 3. Analysis of qPCR was performed in a 25 μl reaction volume by adding 1.5 μl cDNA (0.30 oocyte equivalent) aliquot of each sample to the PCR mix containing gene specific primers and 50% Power SYBR^® ^Green PCR Master mix (Applied Biosystems). qPCR conditions were 2 min at 50°C, 10 min at 95°C, 40 cycles of 15 s at 95°C and 1 min at 60°C for annealing and extension. At the end of each qPCR reaction, melt curve analysis was performed for all genes to check the specificity of the products. Samples were measured in duplicate for each gene of interest and the reference gene *H2AFZ *[84] was measured in all samples as normalizer.

Quantification of transcript (mRNA expression) levels was carried out by using the comparative quantification cycle (Cq) method (ABI Prism Sequence Detection System, User Bulletin No. 2 (Applied Biosystems) [85]. Normalization was carried out by subtracting the Cq values of *H2AFZ *from the corresponding Cq values of the target gene. Following normalization the relative abundance of mRNAs between the two populations was calculated from the expression ratios of immature and IVM oocytes to calculate a fold change value. Statistical analysis of the expression values was carried out using the student's t-test.

### Experiment 3 Effect of α-amanitin on transcript abundances

The aim of this experiment was to assess the effect of oocyte IVM in the presence of α-amanitin, a transcription inhibitor acting through inhibition of RNA polymerase II [41,57], on transcript abundances. Immature COCs (4 replicates of 200) were collected from slaughterhouse ovaries as described above. On a given day (= replicate) 50 COCs were denuded immediately and snap frozen in pools of 10. The remaining 150 COCs were randomly divided among the following three treatments in groups of 50: (1) matured *in vitro *for 24 h as described above (Control), (2) cultured for 24 h in IVM medium supplemented with 25 μg/ml α-amanitin, and (3) cultured in α-amanitin-free IVM medium for 3 h and then transferred to IVM medium supplemented with 25 μg/ml α-amanitin for the remaining 21 h. Concentration of α-amanitin and length of culture were based on previous publications [42,57]. After maturation, COCs were denuded of their surrounding cumulus cells, snap frozen in pools of 10 per treatment and stored at -80°C until analysis. RNA extraction, cDNA synthesis and qPCR analysis were carried out as described for Experiment 2 above.

### Experiment 4 Effects of analysis procedures on the interpretation of oocyte transcriptional profiles

As mentioned above, there are conflicting reports in the literature [32,36-38] on oocyte transcription profiles during maturation. The aim of these experiments was to examine the effects of certain transcript analysis procedures on the outcomes of the experiment, and if these contributed to the conflicting conclusions. Specifically we examined (1) the type of primers used during cDNA synthesis (Experiment 4a), (2) the expression profiles of some over-expressed genes in *in vitro *matured oocytes after normalization with validated reference genes, (Experiment 4b), and (3) the expression profiles of some over-expressed genes in *in vivo *matured oocytes after normalization with validated reference genes (Experiment 4c). In order to avoid unintentional sources of variations, some modifications were made to the Materials and Methods as described below.

#### a. RNA isolation and reverse transcription

Four replicate (day or collection) pools of 10 oocytes were prepared as described above and processed for each developmental stage (immature and IVM oocytes). During Experiment 4a, 1 pg/oocyte of luciferase mRNA was added, prior to RNA extraction as an exogenous control. Total RNA was isolated using RNeasy Micro kit (Qiagen) with on-column DNase digestion step using an RNase-Free DNase set (Qiagen), according to the manufacturer's instructions.

During Experiment 4a, the eluted total RNA was mixed well and divided into two equal parts for cDNA synthesis, using either random or anchored oligo (dT) primers (Invitrogen). However, for Experiments 4b and 4c, random primers were used during cDNA synthesis. All RNA samples in the same experiment were simultaneously reverse transcribed into cDNA using the SuperScript^® ^III reverse transcriptase kit (Invitrogen), in a final 25-μl reaction volume, and reaction conditions described above in Experiment 2. After cDNA synthesis, 1 μl of cDNA was taken from each sample as template for PCR amplification to check the reverse transcription success and cDNA quality with primers designed to span intron sequences. This procedure was used as a standard during cDNA synthesis for Experiment 4.

#### b. Optimization and qPCR analysis

Subsets of over-expressed genes from the microarray analysis list and reference genes were selected for re-analysis and comparison using qPCR. Bovine sequences for these genes were retrieved from the NCBI Database http://www.ncbi.nlm.nih.gov/ and used to re-design primers that can amplify longer product sizes compared to primers in Experiment 2 and 3, using Primer 3 software http://frodo.wi.mit.edu/primer3/. Intron spanning primer sequences were preferentially selected, and produced as HPSF (High Purity Salt Free) purified primers (MWG Biotech, Ebersberg, Germany). Sources, primer sequences and product sizes are listed in Table 2. Primers were optimized and specificity of amplicons was confirmed by melt curve analysis and fragment sizes were confirmed by agarose gel electrophoresis.

Detection and quantification of the transcripts was assessed following qPCR procedures. Each qPCR reaction consisted of 1.5 μl cDNA template (equivalent to 0.30 oocyte), 0.1-0.3 μM of each primer and 50% Power SYBR^® ^GREEN PCR Master mix (Applied Biosystems) in a final 15-μl reaction volume. Forty five cycles of qPCR was carried out employing the reaction conditions described above. Data were normalized either to the quantity of luciferase (Experiment 4a) or to the geometric averages of three endogenous reference genes (*PPIA, SDHA, YWHAZ*) that were validated in our laboratory (Experiments 4b and 4c). Quantification was carried out using the relative standard curve method (User Bulletin #2, ABI Prism 7700 Sequence Detection System) and the results were reported as relative expression levels (fold change) compared to the calibrator (immature oocyte).

## Authors' contributions

SM, TF, PL and AE designed the experiment. SM and FC performed the experimental work. SM was the primary author of the manuscript with significant contribution from TF and PL. FC, SM, CL and AA collected *in vitro *oocyte samples for analysis. PM and JPM performed the microarray data analysis. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Figure S1: Hierarchical clustering analysis of the less stringent gene list**. Gene Spring software was used to analyze similarities among the 10 replicate samples (vertical bars) across the two treatments. Colours correspond to the level of expression of the detected genes each of which is represented by one horizontal bar. Click here for file

Additional file 2 **Figure S2: Data quality control analysis of GV (yellow) and MII (red) array results showing how the expression data of the ten replicates group together based on maturational status using (A) PCA plots and (B) hierarchically clustering**. Click here for file

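The genes with the largest rise in IVM oocytes included genes for secreted proteins and for interferon-induced proteins. *TNFAIP6*, a hyaluronan-binding protein of the expanding cumulus, rose by 10.86 on the log2 scale, from 3.94 ± 1.15 (SD, n = 5) to 14.79 ± 1.93 (standard error 1.00, adjusted p = 7.63e-05 from limma), and another probe set of the gene, with a difference of 2.71, had adjusted p = 0.00110. *SERPINA14* rose by 7.96 (standard error 0.69, adjusted p = 5.63e-05) and *PLAT*, tissue-type plasminogen activator, by 7.85 (standard error 0.70, adjusted p = 6.68e-05). *IFI27*, induced by interferon, rose by 7.85 (standard error 0.56, adjusted p = 1.65e-05), *ISG15*, a ubiquitin-like protein, by 4.96 (standard error 0.37, adjusted p = 2.18e-05) and *IFI6* by 4.71 (standard error 0.42, adjusted p = 6.63e-05). Smaller rises were those of *PDLIM1*, a cytoskeletal protein (2.49), *BZW2* (2.24), *MARF1*, a regulator of meiosis in the oocyte (2.22), and *FBH1*, a DNA helicase (2.14). The immature means of *TNFAIP6*, *SERPINA14*, *PLAT*, *IFI27*, *ISG15* and *IFI6* ran from 3.94 to 5.95, below the array medians of 7.04 to 7.10. Whether these means lay above background was not tested, so the sizes and ranks of these rises depend on low values. Immature replicate 4 lay above the other immature arrays for *TNFAIP6*, *SERPINA14* and *PLAT*. The call of *TNFAIP6* ended when any of 9 of the 10 arrays was left out (adjusted p from 1.40e-04 to 4.60e-04, against 8.57e-05 without IVM replicate 5), and of the genes named above only *BZW2* and *MARF1* passed whichever array was left out. Over the 10 arrays, the deviations of the 12 genes with the largest rise from their group means followed those of 36 granulosa and somatic cell genes, with Pearson's r = 0.797 (exact permutation p = 0.00465, adjusted p = 0.00667 over 3 relations, r = 0.569 within the immature and 0.999 within the IVM arrays) and Spearman's rho = 0.721 (exact permutation p = 0.0342). Without the 2 arrays farthest from the median of the somatic cell genes, immature replicate 2 and IVM replicate 4, r was 0.897. With the collection day as a block over all probe sets these genes did not pass (*TNFAIP6*, adjusted p = 0.00189), while over the 9178 probe sets with the highest variance with this block, added after seeing the data, they did (*TNFAIP6*, adjusted p = 4.60e-06), and over all probe sets none passed among immature replicates 4 and 5 and the IVM arrays, where *TNFAIP6* differed by 10.13.

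**Figure D3:**
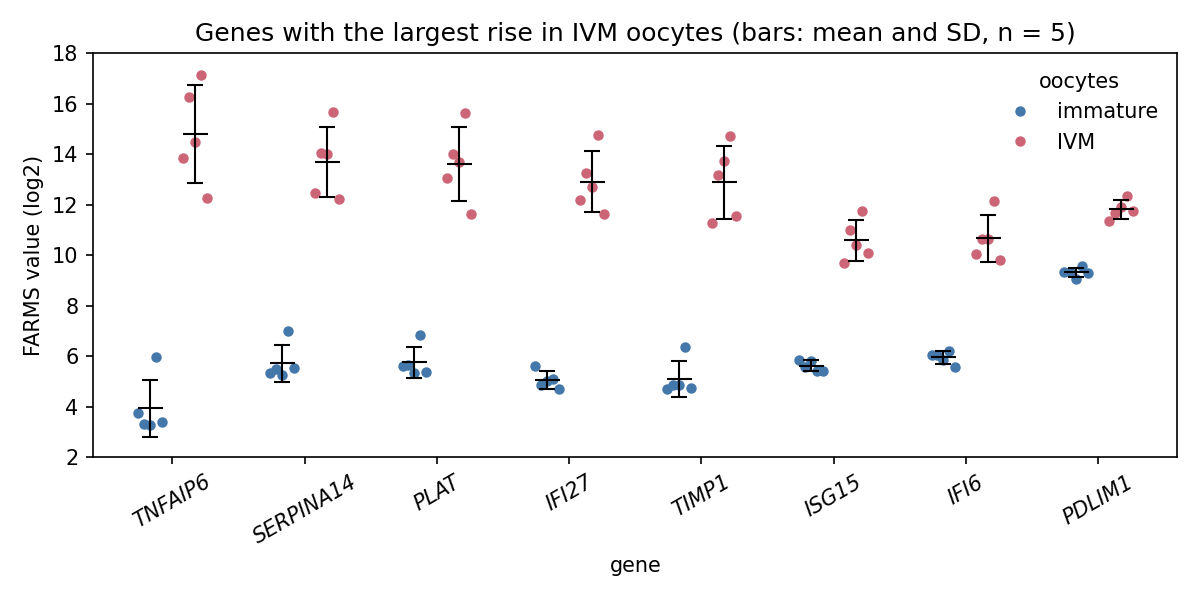
Log2 values on each of the 5 immature and 5 IVM arrays, with the mean and SD, for 8 of the 12 genes with the largest rise in IVM oocytes. All 5 IVM arrays lie above all 5 immature arrays for each gene.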

Additional file 3 **Table S1: Transcripts over-expressed in IVM oocytes compared to immature oocytes (GV)**. Click here for file

Additional file 4 **Table S2: Transcripts under-expressed in IVM oocytes compared to immature oocytes (GV)**. 

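The genes with the largest fall in IVM oocytes included regulators of the cell cycle, enzymes and proteins of RNA synthesis. *FBXO5* (EMI1), an inhibitor of the anaphase-promoting complex, fell by 8.04 on the log2 scale, from 14.08 ± 0.12 (SD, n = 5) to 6.03 ± 0.44 (standard error 0.20, adjusted p = 6.80e-08 from limma). *CDC25C*, the phosphatase that activates CDK1, fell by 5.74 (standard error 0.24, adjusted p = 8.23e-07) and *POLR1E*, a subunit of RNA polymerase I, fell by 5.88 (standard error 0.07, adjusted p = 4.55e-09), although 1 of its 3 other probe sets, with a difference of -0.11, did not pass. *PDE6C*, a phosphodiesterase of cone photoreceptors, fell by 6.55 (adjusted p = 1.02e-07), *ALAD*, an enzyme of heme synthesis, fell by 6.39 (adjusted p = 6.14e-08) and *DGAT2*, which makes triacylglycerol, fell by 5.98 (adjusted p = 2.39e-07). The falls of *PUM3*, an RNA-binding protein (-6.00), *IGHM*, an immunoglobulin heavy chain (-5.71), *DPCD* (-5.71) and *LYAR*, a nucleolar protein (-5.56), were of similar size. The IVM means of *FBXO5*, *PDE6C*, *ALAD* and *DGAT2* ran from 5.42 to 6.10, below the array medians of 7.04 to 7.10. Whether these means lay above background was not tested, so the sizes of these falls depend on low values. Of 39 genes of the meiotic cell cycle, 11 fell and none rose (14 fell when adjusted over the list alone, adjusted p = 0.160 from camera). Of 42 genes of DNA replication and repair, 15 fell and none rose (16 fell when adjusted over the list alone), among them *APTX* (-5.44), which repairs DNA ends, and *RFC3* (-4.97), a subunit of the clamp loader. For this list camera gave adjusted p = 0.0379 with a preset correlation, and adjusted p = 0.859 with an estimated correlation. The call was lost without immature replicate 2 (adjusted p = 0.0514) and without IVM replicate 4 (adjusted p = 0.106). With the collection day as a block over all probe sets these genes did not pass (*FBXO5*, adjusted p = 5.54e-04), while over the 9178 probe sets with the highest variance with this block, added after seeing the data, they did (*FBXO5*, adjusted p = 9.46e-07), and over all probe sets among immature replicates 4 and 5 and the IVM arrays *POLR1E* alone of these genes passed (adjusted p = 6.56e-05). The call of *IGHM* ended when any of 8 of the 10 arrays was left out (highest adjusted p = 2.89e-04, without immature replicate 3).

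**Figure D4:**
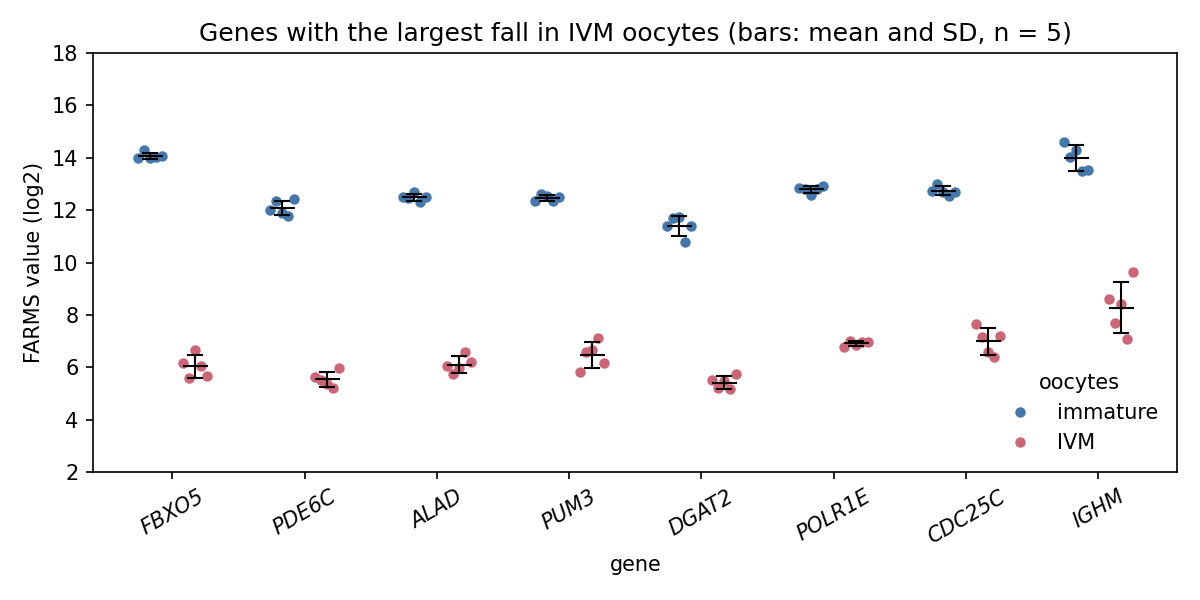
Log2 values on each of the 5 immature and 5 IVM arrays, with the mean and SD, for 8 of the 12 genes with the largest fall in IVM oocytes. All 5 IVM arrays lie below all 5 immature arrays for each gene.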

Click here for file

Additional file 5 **Figure S3: Comparative gene expression profiles of immature and in vitro mature oocytes after total RNA was reverse transcribed with different primers**. The total RNA from these samples was reverse transcribed either with (A) random primer or (B) anchored oligo (dT) primers. In all cases, expression at the immature (GV) stage was taken as calibrator and relative expression levels were described as fold change. Click here for file

# Supplementary material for: Sequential analysis of global gene expression profiles in immature and in vitro matured bovine oocytes: potential molecular markers of oocyte maturation
**Source:** BMC Genomics. 2011 Mar 16;12:151. doi: 10.1186/1471-2164-12-151
**Supplement:** Additional file 2 — Figure S2: Data quality control analysis of GV (yellow) and MII (red) array results showing how the expression data of the ten replicates group together based on maturational status using (A) PCA plots and (B) hierarchically clustering.

A .

B.

How the deposited data were processed for this re-analysis (not part of the article)

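The samples were 5 pools of immature and 5 pools of IVM bovine oocytes, 1 pool of each per collection day, on 10 Affymetrix bovine arrays. The authors quantified the arrays with GCOS and summarised the probes with FARMS after quantile normalization, so the deposited values are log2 values, 1 per probe set and array. No array or column was left out, and the number of columns of values not used is 0. The paper's qPCR, transcription inhibitor, primer and in vivo experiments were not analysed here.

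The 112 control probe sets were set apart and the other 24016 probe sets were tested. Gene symbols came from the platform's annotation and were updated through gene identifiers for 13263 probe sets and through accessions for 2, and the platform's own symbol was kept for 27. Probe sets with several genes (86) or unnamed here (10638) were tested and counted but never named. Where a gene had several probe sets, the one with the highest mean over the 10 arrays stood for it, and the text says where a named gene that passed had another varying probe set that did not, or the reverse.

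The comparison was made with lmFit and eBayes of limma 3.58.1 in R 4.3.3 on the deposited log2 values, IVM against immature, with Benjamini-Hochberg adjustment over the 24016 probe sets and an adjusted p under 0.0001, the false discovery rate of the paper's methods. This fit was kept as it had been set. Its prior had 0.103 degrees of freedom because 14556 probe sets hardly vary, against 2.51 over the 9178 probe sets with the highest variance, which is the number the paper calls informative, and the count over these 9178 is given beside the main one. The main settings, the gene lists and the alternatives were chosen before the data were examined, apart from those that the text says were added. The added ones were chosen after seeing the data, when other counts were known. The folds in the paper's Tables S1 and S2, which come from these same arrays, had been seen when the rule for naming genes was written. The gene lists therefore cannot be taken as chosen blind to these folds. The informative calls of FARMS themselves could not be rebuilt from summarised values.

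On simulated data with 100 probe sets changed by 1 and 100 by 2 on the log2 scale, the fit over 24016 probe sets recovered 5 and 37 with 0 false calls, and the fit over 9178 recovered 14 and 59 with 0 false calls. The number of arrays limits the precision.

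The genes named are those the paper measured by qPCR, the 12 genes with the largest rise and the 12 with the largest fall among those past the threshold whose groups did not overlap, up to 2 members with the largest rise and up to 2 with the largest fall of each gene list, and the markers of oocytes, cumulus, granulosa and other somatic cells. The values in the paper's Tables S1 and S2 had been seen when this rule was written. Some qPCR genes without a symbol in the platform's annotation were named from these tables. Single results of a few genes measured by qPCR are not reported here.

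There were 28 gene lists. A list's genes were counted at the threshold over all probe sets and adjusted over the list alone, over the members whose values varied. Lists with at least 3 such members were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists and an adjusted p under 0.05. Every list past camera with the preset correlation was not past it with an estimated correlation. The test fry, which does not set a list against other genes, was also run. Its adjusted p was under 0.05 except for the tricarboxylic acid cycle (0.0567), cytosolic ribosomal (0.645), granulosa identity (0.388) and abundant somatic (0.219) lists. Its direction was down for splicing (9.00e-08) and, where camera was up, for mRNA decay (9.24e-04) and cholesterol (1.39e-04). Counts of lists past the set test refer to camera with the preset correlation.

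Arrays were compared by Pearson's r over the 24016 probe sets, by principal components of centred values and by average linkage with 100 bootstrap samples. Control transcripts were averaged per array and compared with exact permutation tests over the 126 distinct splits of the 10 arrays. A SAM-type d statistic with 100 permutations was written for the purpose, with delta 0.35 or a false discovery rate of 0.0001. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

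The paper states that replicates are days of collection, and arrays with equal numbers were taken as an immature and an IVM pool of one day. Deviations from the group means of same-numbered arrays had r = 0.143, -0.347, 0.0872, 0.672 and 0.359 for replicates 1 to 5, across probe sets. For replicates 1, 2 and 3 an array of another number had a higher r (0.214, 0.628 and 0.357). For replicates 4 and 5 the same number had the highest r. These values do not show that equal numbers share a day for replicates 1, 2 and 3. The collection day as a block was an alternative. The levels of the hybridization controls set immature replicates 1, 2 and 3 apart from the other 7 arrays, and the comparison within these 7 was added after seeing the data, as were those without the probe sets whose values span less than 0.01 on the log2 scale.

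Apart from the added ones, the alternatives were quantile normalization, centring on the array median or on the poly-A controls, leaving out dim probe sets, the 9178 probe sets, a variance trend, other thresholds, other probe sets of a gene, the SAM-type test, and leaving out each array in turn.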

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

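The relation between the largest rises and the somatic cell genes across arrays was tested only after these results had been seen. For each gene of the paper's qPCR that varied, the 12 genes with the largest rise and the 12 with the largest fall, and for the components, correlations and controls of the arrays, the gap between an extreme array and its nearest neighbour was divided by the range of the 5 arrays. This share was unusually large in 11 of 108 groups, where chance gives about 5%. In 8 of the 11 the far array was immature replicate 4, which lay above the other immature arrays. The shares included 0.905 for *TIMP1* (6.35 against 4.71 to 4.86), 0.905 for *ANXA1* (7.01 against 5.14 to 5.31), 0.900 for *PPP3CA* (7.75 against 7.02 to 7.09), 0.851 for *SERPINA14* (6.98 against 5.26 to 5.52), 0.816 for *TNFAIP6* (5.95 against 3.27 to 3.77), 0.782 for *PLAT* (6.82 against 5.32 to 5.65) and 0.742 for *STC1* (8.28 against 4.32 to 5.34). The others were *FBXO5* in immature replicate 2 (0.760, 14.29 against 14.00 to 14.07), *SIPA1* in IVM replicate 5 (0.768, 6.98 against 7.20 to 7.27) and *ZNRD2* in IVM replicate 2 (0.765, 6.30 against 6.50 to 6.56).

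The paper's text does not discuss 5 of the genes with the largest rise in IVM oocytes, whose log2 differences were 10.86 for *TNFAIP6*, 7.85 for *IFI27*, 7.78 for *TIMP1*, 4.96 for *ISG15* and 4.71 for *IFI6*. Their immature means, from 3.94 for *TNFAIP6* to 5.95 for *IFI6*, lay below the array medians and were not tested against background.

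RNA of cumulus cells left on the IVM oocytes is a candidate explanation for the largest rises, although oocytes with visible cumulus were not pooled. The 20 abundant epithelial and cytoskeletal genes of somatic cells had a median log2 difference of 0.755, with 15 higher. The interquartile spread over the square root of the size was 0.577. The median lay between the level above 1 that this explanation was taken to need and the level below 0 taken to argue against it. This test therefore leaves it open. The 16 granulosa and cumulus cell identity genes, which were taken to rise as well, had a median of -0.453 with 10 lower. In immature oocytes, 17 of the 20 and 14 of the 16 lie above the array median too. Both levels assume more somatic cell RNA in the IVM pools than in the immature pools. Where the immature pools held as much, neither list needs to rise, so neither median can argue against cumulus cell RNA. Abundant members went apart, with *VIM* from 12.31 to 9.79, *TPM1* from 12.64 to 8.51, *TMSB10* from 11.94 to 12.20 and *KRT18* from 6.59 to 10.51, and granulosa genes did so too, with *HSD17B1* from 11.44 to 5.69 and *GJA1* from 10.83 to 11.09. Across the 10 arrays, deviations of 36 granulosa and somatic cell genes went with those of the 12 largest rises (r = 0.797, with 0.569 within the immature arrays, of which only replicate 4 lay above its group mean for the rises, and 0.999 within the IVM arrays) and against those of the 12 largest falls (r = -0.827, exact permutation p = 0.00667, Spearman's rho = -0.745, exact permutation p = 0.0245, and r = -0.773 without the 2 farthest arrays), which is consistent with varying amounts of somatic cell RNA in the pools, for the rises mainly in the IVM pools, and does not show that this RNA made the difference between the groups. Transcription in the oocyte during maturation, the biological explanation that the design gives, stays open as well and was not tested by these arrays. For its qPCR, the paper names preferential amplification by poly(A) tail length as a possibility. A part of tail length in the rises or falls on the arrays was not tested either.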

How the results depend on the processing

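Alternatives named as added were chosen after seeing the data. In alternatives set earlier, all probe sets past the threshold, with those higher and lower and the share lower, were 1665 (392, 1273, 76.5%) with quantile normalization, 1722 (382, 1340, 77.8%) with array median centring, 18826 (165, 18661, 99.1%) with poly-A centring, 1766 (393, 1373, 77.7%) without dim probe sets, 2460 (744, 1716, 69.8%) over the 9178 with the highest variance, 2628 (798, 1830, 69.6%) at an adjusted p under 0.001, 7334 (3732, 3602, 49.1%) at an adjusted p under 0.05, and 1269 (189, 1080, 85.1%) with a 2-fold minimum. The SAM-type test gave 3708 (1418, 2290, 61.8%) at a false discovery rate of 0.0001 and 16016 (10239, 5777, 36.1%) at delta 0.35. With the collection day as a block limma called 0 (0 higher, 0 lower), 8805 being under an unadjusted p of 0.05. Leaving out 1 array gave 780 to 1415 probe sets, 77 to 318 higher, 703 to 1097 lower and a share of 77.5% to 90.1%, with 1415 without IVM replicate 4 and 780 to 1004 without any other array. Added, leaving out probe sets that span less than 0.01 gave 2373 (685, 1688, 71.1%), under 0.000001 gave 2216 (593, 1623, 73.2%), and under 0.1 gave 2431 (721, 1710, 70.3%). Without replicate 4 of both groups there were 788 (105, 683, 86.7%). Within the arrays of one hybridization level there were 4 (0, 4, 100%) over all probe sets, 380 (4, 376, 98.9%) without flat probe sets and 471 (7, 464, 98.5%) over the 9178. With the block there were 1496 (307, 1189, 79.5%) over the 9178 and 1102 (172, 930, 84.4%) without flat probe sets. The SAM-type test over the 9178 gave 4538 (2197, 2341, 51.6%) at the false discovery rate and 7877 (4627, 3250, 41.3%) at delta 0.35. Fewer probe sets tested, and a prior not set by flat probe sets, accompany the larger counts over 9178 and without flat probe sets, and fewer arrays the smaller ones. Otherwise the cause was not tested.

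The lowest r between immature arrays was 0.897 on the linear scale, 0.886 over the 9178 and 0.901 over the brighter probe sets, and between IVM arrays 0.507, 0.764 and 0.803, with 0.934 by Spearman's rho. Leaving out 1 array, the lowest r ran from 0.948 to 0.980 (immature) and 0.890 to 0.962 (IVM), and the highest from 0.988 to 0.993 and 0.984 to 0.988. The first component held 99.6% without centring, 97.4% over the probe sets past the threshold, 61.9% with unit variance, 99.1% without centring over the 9178 (added), and 79.0% to 85.1% without 1 array. The number of lists past the set test was 7 to 8 without 1 array, and the block changed no call of a set test. Of the named genes, 0 passed with the block over all probe sets, of the 75 past the threshold 72 stayed past it with the block over the 9178 (added) and 71 with it without flat probe sets (added), and 1 passed within the arrays of one hybridization level, 38 there without flat probe sets and 44 over the 9178, against 53 to 73 without 1 array. Of 75 named genes past the threshold, 52 stayed past it whichever array was left out, and 23 did not, among them *TIMP1* for each array and *TNFAIP6*, *SERPINA14*, *IFI6*, *EIF6*, *AP1S2* and *ZP3* for 9 of 10. The poly-A difference stayed at 0.936 with the block (exact permutation p = 0.0625, the smallest that 5 pairs allow), and was 0.867 to 0.992 without 1 array. With the 3' probe sets only, the poly-A difference was larger, 1.69 (standard error 0.21), and the hybridization difference was 0.84 (standard error 0.31). The hybridization difference passed 0.05 with quantile normalization (0.946), median centring (0.916), without immature replicate 4 (1.11, exact permutation p = 0.0159), without immature replicate 5 (1.09, exact permutation p = 0.0317) and without replicate 4 of both groups (1.15, added), and was 0.744 to 0.947 without any other array. Of the genes, *MAPK14* turned to -0.76 with poly-A centring and -4.21 on another probe set, and other probe sets gave 0.071 for *ACTN1*, 0.88 for *EIF4E2* and -0.11 for *POLR1E*. The alternative with an offset on the linear scale was not run, since the values are on the log2 scale. Of the 14556 flat probe sets, whose values span less than 0.01, 19 passed.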

Differences from the paper's values

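The alternatives without flat probe sets were chosen after seeing the values. The paper's count of changed probe sets is 2244, and limma gave 1389 over all 24016 probe sets at the paper's false discovery rate of 0.0001. Of the alternatives set before the data were examined, the 9178 probe sets with the highest variance (2460), quantile normalization (1665), array median centring (1722), leaving out dim probe sets (1766) and an adjusted p under 0.001 (2628) came within 1.5 times of the paper's count, the last at another threshold. Centring on the poly-A controls, the variance trend, the collection day as a block, leaving out each array, an adjusted p under 0.05, the 2-fold minimum and both SAM-type settings did not. The paper's methods name SAM with a delta of 0.35, on the probe sets it calls informative. The SAM-type statistic here is not the original program, and at this delta it gave 16016 over all probe sets, which is no repeat of the paper's test, and 7877 over the 9178, a run added after seeing the data.

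The paper's count of higher probe sets is 613, and limma gave 234. Of the alternatives set before the data were examined, those within 1.5 times of it were the 9178 probe sets with the highest variance (744) and an adjusted p under 0.001 (798), and no other was. Leaving out probe sets whose values span less than 0.01, chosen after seeing the values, gave 2373 in all and 685 higher, and 147 of the 1527 probe sets that the paper's Table S2 gives as lower were not called lower. With a span under 0.000001, also chosen after seeing the values, there were 2216 in all and 593 higher and 215 were not called, and with a span under 0.1 there were 2431 and 721 and 122 were not called. Of the same 1527 probe sets, 993 were called lower over all 24016 and 1422 over the 9178.

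The paper's highest correlation between replicates is 0.949, and the highest here was 0.993. No alternative set before the data were examined brought it within the spread between pairs, neither the linear scale (0.981), Spearman's rho (0.994), the 9178 probe sets (0.986), the brighter probe sets (0.988) nor leaving out any array. The paper gives 95.12% for the first principal component. The centred value of 80.7% was within 1.5 times of it, and with the probe sets past the threshold alone it was 97.4%.

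The paper gives *MAPK14* as lower in IVM oocytes. The probe set with the highest mean had a log2 difference of 0.18, and another probe set of the gene had -4.21 (adjusted p = 6.05e-08). The paper also gives as changed *CDK5* and *NUDC*, lower, and *ANXA1*, *MX1*, *PLAU*, *STC1* and *TGFB2*, higher, which had the paper's direction and did not pass over all probe sets but passed over the 9178 (adjusted p from 3.1e-06 for *PLAU* to 5.9e-05 for *TGFB2*). *LUM*, *MAOA* and *PPP3CA* had the paper's direction, with differences from 2.12 to 4.37, and passed neither. With the collection day as a block over the 9178, a fit added after seeing the data, *LUM* passed (adjusted p = 4.24e-05) and *TGFB2* did not (adjusted p = 1.04e-04). On the scale of the paper's tables, the log2 of group means taken on the linear scale, the largest difference between the paper's and the present log2 fold was 0 over the 41 genes compared, those of the qPCR and of the largest rises and falls that the tables hold.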

Other observations

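The comparison within the arrays of one hybridization level and the splits for the gene lists were chosen only after the results had been seen. Of 22 interferon-stimulated genes that varied, 3 rose in IVM oocytes, 1 fell and 18 did not pass (8 rose and 2 fell when adjusted over the list alone), and 20 had a positive log2 difference, with a median of 1.89. Those that rose were *IFI27*, *ISG15* and *IFI6*, and *IFI30*, a thiol reductase of lysosomes, fell by 1.68 (standard error 0.09, adjusted p = 2.78e-06 from limma). The calls of *IFI27*, *ISG15* and *IFI6* ended without at least 1 of the 10 arrays (highest adjusted p = 1.23e-04, 1.58e-04 and 3.92e-04, without immature replicate 5). For this list camera gave adjusted p = 1.70e-04 with a preset correlation, and adjusted p = 0.635 with an estimated correlation.

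Of 12 oocyte-specific genes, 3 fell, none rose and 9 did not pass (4 fell when adjusted over the list alone, adjusted p = 0.377 from camera). *GTSF1*, a factor of piRNA silencing, fell by 4.87 (standard error 0.19, adjusted p = 6.09e-07 from limma), *NLRP5*, a maternal-effect protein of the subcortical complex, fell by 4.03 (adjusted p = 4.79e-05), and *ZP3*, of the zona pellucida, fell by 3.78 (adjusted p = 6.49e-05). The calls of *NLRP5* and *ZP3* ended without at least 1 of the 10 arrays (highest adjusted p = 2.99e-04 and 3.96e-04, without immature replicate 5). *GDF9*, a growth factor that oocytes send to cumulus cells, had a difference of -4.42 (adjusted p = 3.09e-04, and 9.8e-06 over the 9178 probe sets with the highest variance), and *ZP4* one of -3.15 (adjusted p = 4.95e-04). Over the 10 arrays, the deviations of 36 granulosa and somatic cell genes from their group means went against those of the oocyte-specific genes (Pearson's r = -0.882, exact permutation p = 6.94e-05, adjusted p = 2.08e-04 over 3 relations, Spearman's rho = -0.915, exact permutation p = 2.08e-04, and r = -0.915 without the 2 farthest arrays). The single blood and immune cell gene that varied, *LCP1*, an actin-bundling protein of leukocytes, fell by 1.09 (adjusted p = 3.30e-05, 1 fell when adjusted over the list alone). Its call ended without at least 1 of the 10 arrays (highest adjusted p = 2.15e-04, without immature replicate 5). With the collection day as a block, *LCP1* did not pass over all probe sets (limma, adjusted p = 0.00235). Nor did it pass with this block over the 9178, added after seeing the data (adjusted p = 1.38e-04).

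The poly-A control transcripts were higher on the IVM arrays by 0.94, and 9 of their probe sets stand in the paper's Table S1 with the paper's log2 folds from 1.29 to 2.47. With the 3' probe sets only, the poly-A controls differed by 1.69 and the hybridization controls by 0.84. Over all arrays, the group difference of the hybridization controls cannot by itself set a difference in hybridization, scanning or scaling apart from the groups. These controls differed by 0.903, and immature replicates 1, 2 and 3 were low. The other 7 arrays were chosen for one level of the hybridization controls, which differed there by 0.123. Among these arrays the poly-A controls still differed by 0.81 (standard error 0.14). Immature replicates 4 and 5 had poly-A values of 7.24 and 7.04, against 7.73 to 8.23 on the IVM arrays. Immature replicates 1, 2 and 3, low in the hybridization controls, had 6.85 to 7.03. These values argue against a difference in hybridization, scanning or scaling making the whole poly-A rise, although only 2 immature arrays lay at that level. A part in the rise stays open. A smaller amount of polyadenylated RNA per amount of total RNA in IVM oocytes may also raise added transcripts relative to the rest, and it was not tested.

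Shorter or more degraded RNA in the IVM samples may lower transcripts. For 4 control genes whose 3' and 5' probe sets varied, the median change in the 3' minus 5' difference was 0.196, with 1 gene larger in IVM oocytes (2.47), 1 smaller (-6.15) and 2 overlapping, and of 5 genes whose 3' and middle probe sets varied, the difference was larger without overlap in 2 (1.50 and 0.592, exact permutation p = 0.00794 each), smaller in 1 (-2.84) and overlapping in 2, so this stays open. Chance can be excluded for the number of changed probe sets only over splits that ignore the collection days. Of 100 splits of the arrays into 5 and 5, 1, the real one, gave 1389, and the highest of the others was 11. Among the 14 others that parted all 5 collection days, the highest was 5. With the days kept as pairs, these 14 splits are too few to exclude chance. Chance cannot be excluded for the number of lists past the set test, which 53 of 100 splits reached, with 8 in the real split and up to 17 in another. Use and decay of stored transcripts during maturation, which the design gives as the biological explanation, stays open too.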
